# METTL3 Deficiency Aggravates Hepatic Ischemia/Reperfusion Injury in Mice by Activating the MAPK Signaling Pathway

**DOI:** 10.7150/ijms.94177

**Published:** 2024-04-15

**Authors:** Yang Gao, Min Wang, Renyi Qin, Chunle Zhao, Jun Gong

**Keywords:** Hepatic ischemia/reperfusion injury, m^6^A, METTL3, apoptosis, inflammatory response, MAPK.

## Abstract

**Background:** Inflammatory responses, apoptosis, and oxidative stress, are key factors that contribute to hepatic ischemia/reperfusion (I/R) injury, which may lead to the failure of liver surgeries, such as hepatectomy and liver transplantation. The N6-methyladenosine (m^6^A) modification has been implicated in multiple biological processes, and its specific role and mechanism in hepatic I/R injury require further investigation.

**Methods:** Dot blotting analysis was used to profile m^6^A levels in liver tissues at different reperfusion time points in hepatic I/R mouse models. Hepatocyte-specific METTL3 knockdown (HKD) mice were used to determine the function of METTL3 during hepatic I/R. RNA sequencing and western blotting were performed to assess the potential signaling pathways involved with the deficiency of METTL3. Finally, AAV8-TBG-METTL3 was injected through the tail vein to further elucidate the role of METTL3 in hepatic I/R injury.

**Results:** The m^6^A modification levels and the expression of METTL3 were upregulated in mouse livers during hepatic I/R injury. METTL3 deficiency led to an exacerbated inflammatory response and increased cell death during hepatic I/R, whereas overexpression of METTL3 reduced the extent of liver injury. Bioinformatic analysis revealed that the MAPK pathway was significantly enriched in the livers of METTL3-deficient mice. METTL3 protected the liver from I/R injury, possibly by inhibiting the phosphorylation of JNK and ERK, but not P38.

**Conclusions:** METTL3 deficiency aggravates hepatic I/R injury in mice by activating the MAPK signaling pathway. METTL3 may be a potential therapeutic target in hepatic I/R injury.

## Introduction

The liver receives a dual blood supply from the portal vein and the hepatic artery 1, indicating higher sensitivity and susceptibility to ischemia and reperfusion injury. Despite the continuous development of surgical techniques and equipment improving the safety of liver surgery, hepatic ischemia/reperfusion injury (I/R) injury remains a significant cause of postoperative complications and mortality 2. I/R injury is a complex pathological process involving inflammation, cellular apoptosis, and oxidative stress 3, and is regulated by multiple signaling pathways such as the MAPK 4, NF-κB 5 and PI3K/AKT 6, 7 signaling pathways. Despite many studies on the mechanisms involved, few strategies have been translated into clinical practice 8. Thus, an in-depth understanding of hepatic I/R injury may contribute to the development of novel therapeutic approaches to minimize I/R-induced liver damage.

N6-methyladenosine (m^6^A) methylation is one of the most prevalent RNA modifications in eukaryotic cells, mediated by m^6^A writers and is reversible through the action of m^6^A erasers 9. The recognition of such modifications on RNA by m^6^A readers can impact RNA stability and essential biological processes, such as transport and translation 10. m^6^A modification can orchestrate the development, differentiation, and activation of immune cells, consequently affecting the host defense and inflammatory responses to pathogens 11. Dysregulated m^6^A modifications contribute to the pathogenesis of immune-related diseases 12. In addition, many studies have reported the role of m^6^A methylation in programmed cell death including apoptosis, autophagy, pyroptosis, necroptosis, and ferroptosis 13. An increasing understanding of the regulatory mechanisms associated with m^6^A has led to numerous investigations into the role of m^6^A-related molecules in I/R injury in organs such as the heart 14, 15, brain 16, 17, and kidney 18, 19. For instance, m^6^A peaks and genes in the liver were higher in the I/R group than in the sham group using methylated RNA immunoprecipitation and high-throughput sequencing (MeRIP-seq) 20. More importantly, m^6^A demethylase FTO suppressed hepatic I/R injury by demethylating DRP1 mRNA and inhibiting its expression 21.

METTL3 is a well-documented m^6^A writer that collaborates with METTL14, WTAP, and other molecules to introduce m^6^A modifications into RNA 22. METTL3 is expected to be a potential diagnostic biomarker and therapeutic target for various human cancers 22, 23. Recent studies have also revealed that METTL3 is involved in multiple biological processes, such as cell death, through different molecular mechanisms 23. Zhang et al. found that phosphorylated METTL3 could localize to DNA damage sites and contribute to repairing double-strand breaks, thereby protecting cells from cellular death 24. Conversely, Lnc-D63785 m^6^A methylation by METTL3 causes neuronal cell apoptosis 25. METTL3 also plays an important role in inflammatory response. Yang et al showed that METTL3 is upregulated in DSS-induced inflammatory bowel disease, and its overexpression markedly aggravates LPS-induced inflammation in intestinal epithelial cells in mice 26. In rheumatoid arthritis, METTL3 may promote fibroblast-like synoviocyte activation and inflammatory response by activating the NF-κB signaling pathway 27. Nevertheless, the knockdown of METTL3 activated the MAPK signaling pathway to promote pro-inflammatory cytokine expression in LPS-treated osteoblasts 28. In summary, METTL3 is closely associated with the development of apoptosis and inflammation.

Previous studies have confirmed the significance of METTL3 in regulating I/R injuries in organs, including the heart, kidneys, and brain 29-32. However, the role of METTL3 in hepatic I/R injury remains unclear. In this study, we investigated the role of METTL3 in I/R using a mouse model with targeted knockdown and overexpression of METTL3 in hepatocytes. Our results indicated that METTL3 acts as a protective regulator in hepatic I/R injury.

## Materials and Methods

### Animals

Animal experiments were conducted in accordance with the guidelines of the Laboratory Animal Care Evaluation and Accreditation Association and were approved by the Animal Experiment Ethics Committee of Huazhong University of Science and Technology (TJH-202204015). Eight-week-old male C57BL/6 mice were purchased from Gempharmatech Co. Ltd (Jiangsu, China). Mice with the floxed METTL3 allele were generated using CRISPR/Cas9 technology. In brief, single guide RNA sequences were designed on both sides of exon 4 of METTL3, respectively. Then, Cas9 mRNA, sgRNAs, and targeting vector with loxp flanked exon 4 used for homologous recombination, were co-injected into mouse zygotes to generate founder mice. 

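Mettl3, listed in the deposited table as ENSMUSG00000022160, lies on the minus strand of chromosome 14 of GRCm38 from 52294841 to 52305128. The first-numbered coding transcript of the gene in the GENCODE M21 annotation has 11 exons and a reading frame of 580 codons, and the exon numbers used here are those of this transcript. Exon 4 runs from 52298640 to 52298815 and holds 176 bases, all of them coding. On the coding strand, its first 30 bases are GTCAGTCAGGAGATCCTAGAGCTATTAAAT and its last 30 bases are TGACCGGCCTTGTCGCAAGCTGCACTTCAG. The exon follows 723 coding bases, which make up 241 whole codons. Division of its length by 3 leaves a remainder of 2, so a transcript in which exon 3 is joined to exon 5 changes frame. Read from the start codon, such a transcript has 245 codons before its first stop. These include the 241 codons ahead of exon 4, so the stop comes shortly after the junction of exons 3 and 5. The exon is part of 4 of the 15 annotated transcripts of the gene.

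**Figure D1:**
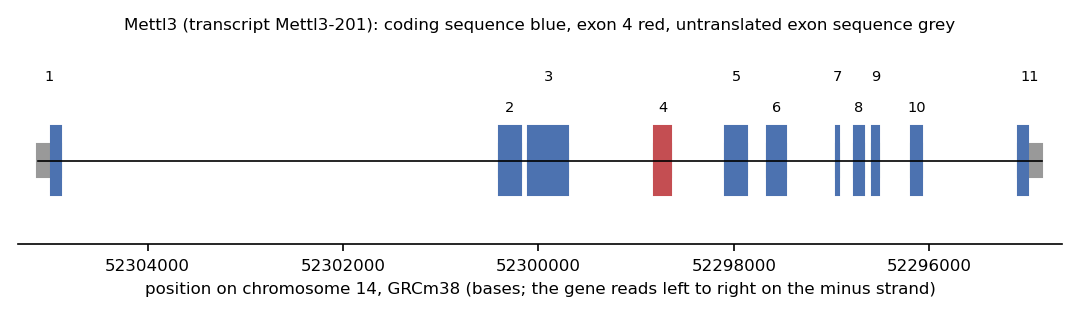
Map of the Mettl3 transcript on chromosome 14 of GRCm38, with the position in bases on the horizontal axis and the gene read from left to right on the minus strand. Boxes are the 11 exons, with coding sequence in blue, untranslated sequence in grey and exon 4, of 176 bases, in red.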

The founder mice were mated with C57BL/6 mice to obtain homozygous mice. METTL3-HKD (METTL3 ^flox/-^; Alb-iCre) mice were generated by mating albumin-iCre and METTL3 ^flox/-^ mice. METTL3-HKD and METTL3-Flox (METTL3 ^flox/flox^) mice from the same litter were obtained by crossing METTL3-HKD and METTL3 ^flox/-^ mice.

### Mouse hepatic I/R model

In this study, a stable mouse model was established using partial (70%) warm liver I/R. The mice were anesthetized and subjected to median laparotomy to expose the liver. Next, the left and middle branches of the intrahepatic portal vein were clamped to block the blood supply. After 1 h of ischemia, the clamp was released for reperfusion. Mice in the sham group underwent the same procedure without the vessels being clamped. Liver and serum samples were collected 3, 6, 12, and 24 h post-reperfusion. At least five mice were harvested at each time point.

### Plasmid construction and transfection

A gene-specific small hairpin RNA sequence was designed and synthesized by Sangon Biotech, and inserted into the pCDH vector. The target sequences were as follows: Mettl3-sh1: GCAAGTATGTTCACTATGAAA; Mettl3-sh2: GCTGCACTTCAGACGAATTAT; Mettl3-sh3: GCCAAGGAACAATCCATTGTT. 

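Each target sequence has 21 bases and was set against the first-numbered coding transcript of mouse Mettl3 in GENCODE M21, in which all 3 best matches lie in coding sequence. Substitutions give the base of the target sequence, its position counted from 1 at the 5′ end, and the base of the mouse transcript. Mettl3-sh2 (GCTGCACTTCAGACGAATTAT) matched with 0 mismatches at bases 1029 to 1049 of the transcript, across the junction of exons 4 and 5. Mettl3-sh3 (GCCAAGGAACAATCCATTGTT) matched at bases 904 to 924 of the transcript, within exon 4 at 52298756 to 52298776 of chromosome 14 (GRCm38), with the substitution A12G. Mettl3-sh1 (GCAAGTATGTTCACTATGAAA) matched at bases 1118 to 1138, within exon 5 at 52297988 to 52298008, with the substitution G5A. L02 is a human cell line, and the human transcript was not analysed here.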

Transient transfection was carried out in L02 cells with polyethyleneimine (25 kDa, PolyScience, US) according to the manufacturer's protocol. Next, the efficiency of downregulation of the indicated genes was determined by western blotting and qRT-PCR.

### AAV construction and injection

The adeno-associated virus 8 (AAV8) was provided by PackGene Biotech. Co. Ltd (Wuhan, China). Each mouse was injected with 1 × 10^11^ vg virus in 100 μL suspension through the tail vein at their 8 weeks old. The experimental group was injected with AAV8-TBG-METTL3, and the control group was injected with AAV8-GFP. The I/R surgery was performed on AAV virus-treated mice three weeks later. Each group contained at least five mice.

### Total RNA isolation and reverse transcription real-time PCR

Crushed animal liver tissues or cells were used to extract total RNA using Isolator Total RNA extraction reagent (TRIzol, Vazyme, China). And cDNA was reverse-transcribed from total mRNA using HiScript III RT SuperMix for qPCR (Vazyme, China) according to the manufacturer's protocol. qRT-PCR was performed using ChamQ Universal SYBR qPCR Master Mix (Vazyme, China), and the results were analyzed using the Bio-Rad CFX Manager 2.1. Actb was used as an internal reference gene. Primers used are listed in Table S1.

### m^6^A dot blotting analysis

Total RNA was diluted to 400 ng and 200 ng and denatured at 95 °C for 5 min. The RNA dots were placed on and cross-linked with a nylon membrane. The membrane was then washed with PBST for 30 min. Methylene blue (0.02%, Sangon Biotech, China) staining was used to determine the total input RNA content. Another nylon membrane of the coupled RNA was blocked with 5% skim milk and incubated with a specific m^6^A antibody (1:1000, Millipore) at 4 °C overnight, followed by incubation with secondary antibodies at room temperature for 1 h. The obtained dots were visualized with ECL (ThermoFisher, USA) and imaged using the ChemiDoc XRS + system (Bio-Rad Laboratories, USA).

### Alanine transaminase (ALT) and aspartate aminotransferase (AST) measurement

Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were measured using the Alanine/Aspartate aminotransferase Assay Kit (Jiancheng Bio, Nanjing, China).

### Isolation of primary hepatocytes

After anesthesia, 50 mL of D-hank's solution (Genview, Beijing, China) was perfused through the portal vein of mice at 37 °C, and 30 mL of D-hank's solution containing type IV collagens (Sigma-Aldrich, USA) was perfused. The infusion was discharged through the inferior vena cava. After stripping the liver, the hepatocytes were suspended in PBS solution at 4 °C and centrifuged in a gradient density Percoll solution (Pharmacia, GE). The liver cells deposited in the bottom layer were planted in petri dishes containing Collagen I (Corning, NY, USA).

### Western blot

The liver tissue was crushed and cleaved in RIPA lysis buffer containing a Protease Inhibitor Cocktail (Boster, Wuhan, China) and PhosSTOP (Roche, USA). The protein samples were separated by 12% or 15% SDS-PAGE and transferred to polyvinylidene fluoride (PVDF) membranes. The membrane was then incubated with specific antibodies for 10 h and with secondary antibodies (Table S2) at room temperature for 1 h before imaging with the ChemiDoc XRS + system (Bio-Rad Laboratories, USA). The signal intensity was quantified using Image J software.

### Histopathology and analysis

Paraffin-embedded mouse liver tissue was cut into 5 μm sections. These sections were stained with hematoxylin and eosin (HE), and histopathological analysis was performed under a light microscope (Mshot, Guangzhou, China). The severity of liver injury was graded according to the Suzuki standard 33. Image Pro Plus software was used to calculate the necrotic area and count TUNEL-positive cells.

### Cell culture and hypoxia/reoxygenation(H/R) modeling

Human embryonic kidney (HEK293T) cells (CTCC, China) and primary hepatocytes were cultured at 37 °C in DMEM (Solarbio Science & Technology Co., China) containing 10% fetal bovine serum (FBS, Cegrogen, Germany), 100 units/mL penicillin, and 100 μg/mL streptomycin. To mimic hepatic I/R injury *in vivo*, L02 cells and primary hepatocytes were placed under hypoxic conditions (1% oxygen) in serum-free DMEM for 6 h and cultured under normal oxygen for another 6 h.

### Statistical analysis

Statistical analysis was performed using SPSS 26.0 (SPSS Inc., USA). All experiments were conducted independently at least three times, and the data are expressed as the mean ± SDs. Unless otherwise indicated, statistical analyses were performed using two-tailed Student's *t*-test. Differences with *P* value < 0.05 were considered statistically significant.

## Results

### m^6^A levels and METTL3 expression were upregulated during liver I/R

To monitor changes in m^6^A levels during hepatic I/R, we generated hepatic I/R models using C57BL/6 mice. Compared with the sham group, we found that serum transaminase, ALT, and AST levels were elevated during hepatic I/R **(Fig. 1A-B)**. Consistently, the necrotic area of the liver and Suzuki's score were elevated after I/R **(Fig. 1C-E)**. These results indicate that the hepatic I/R model was successfully constructed and that I/R injury seriously affected liver function in mice. Next, m^6^A dot blot analysis was performed to detect the m^6^A levels of total RNA extracted from the liver tissues of I/R mice. Interestingly, we found that the m^6^A level increased sharply at 6 h and 12 h post-reperfusion, and remained elevated even at 24 h post-reperfusion **(Fig. 1F)**. Knockdown of METLL3, a core component of the methyltransferase complex, results in a significant decrease in global m^6^A levels 34. Thus, we initially determined whether METTL3 levels changed in the liver tissues after I/R injury. As expected, METTL3 mRNA and protein expression level slightly increased at 3 h following hepatic I/R injury and reached the highest level at 6 h post-reperfusion **(Fig. 1G-H)**. In addition, hypoxia and reoxygenation experiments performed on L02 cells and primary mouse hepatocytes demonstrated an increase in the expression of METTL3 during this process **(Fig. 1I)**. Collectively, we speculate that METTL3 may be involved in the regulation of hepatic I/R injury.

### METTL3 deficiency exacerbated liver damage during I/R injury

Next, we generated hepatocyte-specific METTL3 knockout mice (METTL3-HKO) to investigate its role in hepatic I/R injury **(Fig. 2A)**. Unexpectedly, all METTL3-HKO mice died within 6-8 weeks after birth. Thus, we decided to utilize heterozygous mice with reduced expression of METTL3 in the liver (METTL3-HKD) to construct the hepatic I/R model **(Fig. 2A)**. After confirming the specific METTL3 ablation in the liver tissue **(Fig. 2B)**, the genetically engineered mice were subjected to hepatic I/R injury. In consideration of the high expression of both mRNA and protein levels of METTL3 at 6 h post reperfusion, we harvested liver tissues and serum at I/R 6h. Interestingly, HE staining results showed that METTL3-HKD mice exhibited more severe liver damage than control mice at 6 h post-reperfusion. This was evidenced by the larger necrotic area and higher Suzuki score in pathologic staining **(Fig. 2C-E)**. Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels are important indicators for assessing liver function. Serological tests verified that the serum levels of AST and ALT were significantly higher in METTL3-HKD mice after I/R than in METTL3-Flox mice **(Fig. 2F-G)**. These observations indicated that METTL3 deficiency in hepatocytes exacerbates hepatic I/R-induced liver injury.

### METTL3 deficiency aggravated inflammatory response and cell death during hepatic I/R injury

Apoptosis is a prominent feature and essential step in hepatic I/R injury 35. To investigate the effect of METTL3 on liver cell apoptosis after hepatic I/R, TUNEL staining was performed on liver tissue sections from the I/R mouse models. After I/R, the number of TUNEL-positive cells was significantly higher in the METTL3-HKD mice than in the METTL3-Flox mice **(Fig. 3A)**. In addition, the mRNA levels of the pro-apoptotic factors Bax and Bad were elevated in the METTL3-HKD group, whereas the anti-apoptotic factor Bcl2 was decreased at 6 h post-reperfusion **(Fig. 3B)**. Consistently, the protein expression levels of Bax and Bcl2 showed similar trends (**Fig. 3C**).

As shown in **Fig. 3D**, the levels of pro-inflammatory factors TNF-α, IL-6, and IL-1β, as well as the chemokine MCP-1, were elevated in the livers of METTL3-HKD mice compared with METTL3-Flox mice at 6 h post-reperfusion. Expression of inflammatory factors and chemokines in the liver is associated with the NF-κB pathway. We found that the phosphorylation of IKKβ and p65 was much higher in METTL3-HKD mice than in METTL3-Flox mice 6 h after I/R **(Fig. 3E)**. Given the role of hepatocytes as the major cell type in response to I/R injury 36 and the remarkable upregulation of METTL3 in hepatocytes after H/R challenge **(Fig. 1I)**, we examined the effects of METTL3 on hepatocyte apoptosis and inflammatory responses. We then constructed the METTL3 knockdown cell line through transfecting plasmid with shRNA targeting METTL3 into L02 cells **(Fig. 3F)**. After 6 h of hypoxia followed by 6 h of reoxygenation challenge, we found that METTL3 knockdown elevated apoptosis and inflammatory response-related indicators in hepatocytes **(Fig. 3G-J)**. Taken together, these results suggest that METTL3 deficiency alleviates inflammation and apoptosis in the liver following I/R injury.

### AAV-mediated hepatocyte-specific overexpression of METTL3 attenuated hepatic I/R injury in mice

Considering that the knockdown of METTL3 in hepatocytes exacerbates severe liver injury after I/R, the overexpression of METTL3 might potentiate its protective role in the liver to some extent. To confirm this hypothesis, C57BL/6 mice were randomly divided and injected with AAV8-TBG-METTL3 or AAV8-GFP **(Fig. 4A)**. qRT-PCR and western blot results demonstrated that viral transfection effectively increased the expression level of METTL3 in the liver **(Fig. 4B-C)**. After the I/R challenge, the HE staining results showed decreased liver necrosis in AAV8-METTL3 mice compared with that in control (AAV8-GFP) mice **(Fig. 4D)**. The corresponding Suzuki's score of histopathology was also reduced in the AAV8-METTL3 mice **(Fig. 4E)**. Furthermore, serum AST and ALT levels were also reduced in AAV8-METTL3 mice compared with AAV8-GFP mice **(Fig. 4F-G)**. These findings suggest that METTL3 overexpression protects against liver damage during hepatic I/R injury.

### Overexpression of METTL3 inhibited inflammation and apoptosis during hepatic I/R injury

Next, we investigated whether METTL3 overexpression affected hepatic inflammation and apoptosis and thus exerted protective roles during hepatic I/R injury. Immunofluorescence (IF) staining revealed that the number of TUNEL-positive cells was significantly reduced in liver tissues from AAV8-METTL3 mice relative to control mice at 6 h post-reperfusion **(Fig. 5A)**. Consistently, both protein and mRNA levels of the pro-cell death factor Bax were significantly decreased, whereas the expression levels of the anti-cell death factor Bcl2 were dramatically increased in AAV8-METTL3 mice after I/R challenge **(Fig. 5B-C)**. Moreover, the levels of the inflammatory cytokines IL-1α, IL-1β, tumor necrosis factor TNF-α, and the chemokine MCP-1 were reduced in the liver tissues of AAV8-METTL3 mice **(Fig. 5D)**. Notably, METTL3 overexpression further reduced the protein levels of p-IKKβ and p-P65 but increased IκBα after hepatic I/R injury **(Fig. 5E)**. Collectively, these findings demonstrate that pretreatment with AAV8-METTL3 significantly inhibited hepatic inflammation and apoptosis induced by I/R injury.

### METTL3 participated in hepatic I/R injury by inhibiting the MAPK pathway

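Livers of 4 METTL3-HKD mice and 4 METTL3-Flox mice were taken after 1 h of ischemia and 6 h of reperfusion, and their mRNA was sequenced. The sample labels name a SMARTer mRNA-Seq kit for the libraries, and the paper's text does not name the aligner, the annotation or the strand setting. The authors deposited one table of FPKM (fragments per kilobase of gene length, scaled to library size) for 54532 genes. When each FPKM was multiplied by the gene's length and by one effective library size per liver, 100% of the non-zero values gave whole reads. These library sizes were proportional to the size factors implied by the normalized values of the paper's Table S3, so the deposited FPKM were already scaled between libraries. The lowest size factor among METTL3-HKD mice was 1.07 and the highest among METTL3-Flox mice was 0.956. The rebuilt reads on genes ranged from 15961479 to 18434488 in METTL3-HKD mice (median 17508777) and from 15861245 to 17262991 in METTL3-Flox mice (median 16441795). No batch is named in the labels or in the paper's text. The 16645 genes with a mean of at least 0.1 FPKM over the 8 livers were compared on log2(FPKM + 0.1) with limma's moderated test, two-sided, with a mean-variance trend and Benjamini-Hochberg adjustment. Single genes were also compared by a two-sided exact permutation test of the FPKM, for which 0.0286 is the smallest p that 4 mice against 4 allow.
Mettl3, the targeted gene, had 1.56, 1.39, 1.17 and 1.20 FPKM in METTL3-HKD livers 1 to 4 and 1.84, 1.16, 1.45 and 1.54 FPKM in METTL3-Flox livers 1 to 4. Its mean was 1.33 ± 0.181 FPKM (SD, n = 4) against 1.50 ± 0.282 FPKM (SD, n = 4), a log2 fold change of −0.16 (standard error 0.165, adjusted p = 0.556 from limma with Benjamini-Hochberg adjustment). The groups overlapped (exact permutation test, p = 0.371). These values rest on 107 to 159 reads per METTL3-HKD liver and 95 to 133 reads per METTL3-Flox liver. The alternative that moved the value most scaled each library to its reads on genes and was added after the values were seen, with a log2 fold change of 0.05 (adjusted p = 0.888 from limma). The adjusted p ranged from 0.311 to 0.888 over the alternatives. The FPKM was taken over 5076 bases of exons, of which exon 4 makes up 3.47%, and 933 of these bases are shared with exons of Tox4 on the opposite strand. Mettl3 therefore did not check the genotype labels at the level of the whole gene. The paper describes METTL3-HKD mice as heterozygous, with METTL3 lowered rather than removed, and reports its own check in liver (Fig. 2B).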

To gain further insight into the molecular events underlying the exacerbation of liver injury caused by METTL3 deficiency, we conducted RNA-seq analysis using liver tissues from METTL3-HKD mice and METTL3-Flox mice that were ischemic for 1 h followed by reperfusion for 6 h. 

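Reactome gene sets were tested with fgsea on the moderated statistic of limma, and Hallmark sets were not used here. The 13208 genes with one Entrez identifier were ranked, and 676 sets of 15 to 500 genes were tested. The set Apoptosis had a normalized enrichment score of 1.24 toward METTL3-HKD mice (adjusted p = 0.279 from fgsea with Benjamini-Hochberg adjustment), which was not past the threshold. Of its 136 genes, 85 had a positive log2 fold change, with a median of 0.08 over the set. In 30 of these genes every METTL3-HKD liver lay above every METTL3-Flox liver, and in 15 every one lay below. Chance gives 2.9% of genes for both directions together, but the share over all tested genes was 22.6%. The alternative that moved this score most ranked the genes by log2 fold change, with a score of 0.989 (adjusted p = 0.924 from fgsea). The adjusted p ranged from 0.0958 to 0.924 over the alternatives.
The set Cytokine Signaling in Immune system had a score of 1.27 (adjusted p = 0.178 from fgsea), which was not past the threshold either. Of its 204 genes, 108 had a positive log2 fold change, 42 lay above in every METTL3-HKD liver and 16 lay below. Il1b and Il6 were among the 63 genes that carried the score. Single livers decided the value. Without METTL3-HKD liver 2 the score was −1.36 (adjusted p = 0.0419 from fgsea), in the opposite direction, and without METTL3-HKD liver 3 it was 1.52 (adjusted p = 0.0245 from fgsea). Over the alternatives the adjusted p ranged from 0.0245 to 0.775. The fgsea test permutes genes, which vary together from liver to liver. With camera, which presets the correlation between genes, the adjusted p was 0.424 for Apoptosis and 0.775 for Cytokine Signaling. With fry, which takes that correlation from the livers, it was 0.227 and 0.557, so neither set passed with either test. Narrower and related sets did pass with fgsea. These sets, chosen after their values were seen, were Signaling by Interleukins (score 1.75, adjusted p = 0.00460 from fgsea), Chemokine receptors bind chemokines (score 2.16, adjusted p = 0.000154), Innate Immune System (score 1.60, adjusted p = 0.000183) and Toll Like Receptor 4 Cascade (score 2.06, adjusted p = 4.89e-05). With camera the adjusted p was 0.0570, 0.000729, 0.145 and 0.00290 in the same order, and with fry 0.0849, 0.0351, 0.109 and 0.0354. In 11, 4, 15 and 5 of the 35 splits of the 8 livers into 4 and 4, the real one included, the score was as large.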

Consistent with our previous findings, the Gene Set Enrichment Analysis (GSEA) results showed a significant enrichment of “HALLMARK APOPTOSIS” and “HALLMARK INFLAMMATORY RESPONSE” items **(Fig. 6A-B)**. To identify differentially expressed genes (DEGs), an adj *P* value < 0.05 and a |Log2(Fold Change)| ≥1 were established as thresholds. 

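At the paper's thresholds, 782 genes were upregulated and 253 genes were downregulated in METTL3-HKD mice, of which 676 and 160 were protein coding. The adjusted p alone passed for 1506 genes with a higher and 1104 genes with a lower level, and 5305 genes had an unadjusted p under 0.05. The groups did not overlap in 22.6% of the tested genes, where chance gives 2.9%. The counts moved most with a pseudocount of 1 FPKM, which gave 317 upregulated and 88 downregulated genes. Of these, 316 and 85 were among those called at 0.1 FPKM. When each library was scaled to its reads on genes, an alternative added after the values were seen, the median log2 fold change of all genes moved from −0.00 to 0.20, with 1043 upregulated and 133 downregulated genes. The share of upregulated genes among the DEGs was then 88.7%, against 75.6% with the deposited scaling. Single livers also moved the counts, with 492 upregulated and 121 downregulated genes without METTL3-HKD liver 1, and 519 and 94 without METTL3-Flox liver 3. Of the 1117 upregulated and 321 downregulated genes that the paper lists in Table S3, 746 and 209 were called in the same direction, and all 1327 of its genes that were tested had the same sign.
The 5 upregulated genes with the smallest adjusted p and no overlap between groups were Hspa1a, Sprr2b, Hcar2, Il1f9 and Csf3r. Hspa1a (ENSMUSG00000091971) lies on chromosome 17 of GRCm38 from 34969190 to 34972156 and encodes a heat shock protein. It had 70.6 ± 32.8 FPKM (SD, n = 4) in METTL3-HKD mice and 0.614 ± 0.269 FPKM (SD, n = 4) in METTL3-Flox mice, a log2 fold change of 6.58 (standard error 0.371, adjusted p = 0.000230 from limma). Its near-identical paralog Hspa1b could share reads with it, so the split between them is uncertain. Csf3r (ENSMUSG00000028859), the receptor of granulocyte colony-stimulating factor, lies on chromosome 4 from 126024550 to 126044440. It had 10.0 ± 3.48 FPKM (SD, n = 4) and 1.03 ± 0.147 FPKM (SD, n = 4), a log2 fold change of 3.12 (standard error 0.216, adjusted p = 0.000511 from limma). Hcar2 and Il1f9 had log2 fold changes of 5.24 and 3.88. Sprr2b had 0 reads in every METTL3-Flox liver and was at least 4.75-fold higher in METTL3-HKD mice.
The 5 downregulated genes chosen in the same way were Syne4, Cyp8b1, Adra1b, Sox6os and Bco2. Syne4 (ENSMUSG00000019737) lies on chromosome 7 from 30314807 to 30319046 and had 0.670 ± 0.152 FPKM (SD, n = 4) against 2.98 ± 0.442 FPKM (SD, n = 4), a log2 fold change of −2.01 (standard error 0.176, adjusted p = 0.00112 from limma). Cyp8b1 (ENSMUSG00000050445), which encodes a sterol hydroxylase of bile acid synthesis, lies on chromosome 9 from 121914356 to 121916305. It had 28.3 ± 7.97 FPKM (SD, n = 4) against 133 ± 21.7 FPKM (SD, n = 4), a log2 fold change of −2.27 (standard error 0.227, adjusted p = 0.00190 from limma). Adra1b, Sox6os and Bco2 had log2 fold changes of −1.50, −1.11 and −1.26. Sox6os is antisense to Sox6 and Bco2 overlaps Il18 on the opposite strand, so their values are uncertain where the counting ignored strand. All 10 genes had an exact permutation p of 0.0286 and stayed past the adjusted threshold under each alternative in which they were tested. Sprr2b was not tested with the minimum of 1 FPKM, and Sox6os not among protein-coding genes only.

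**Figure D2:**
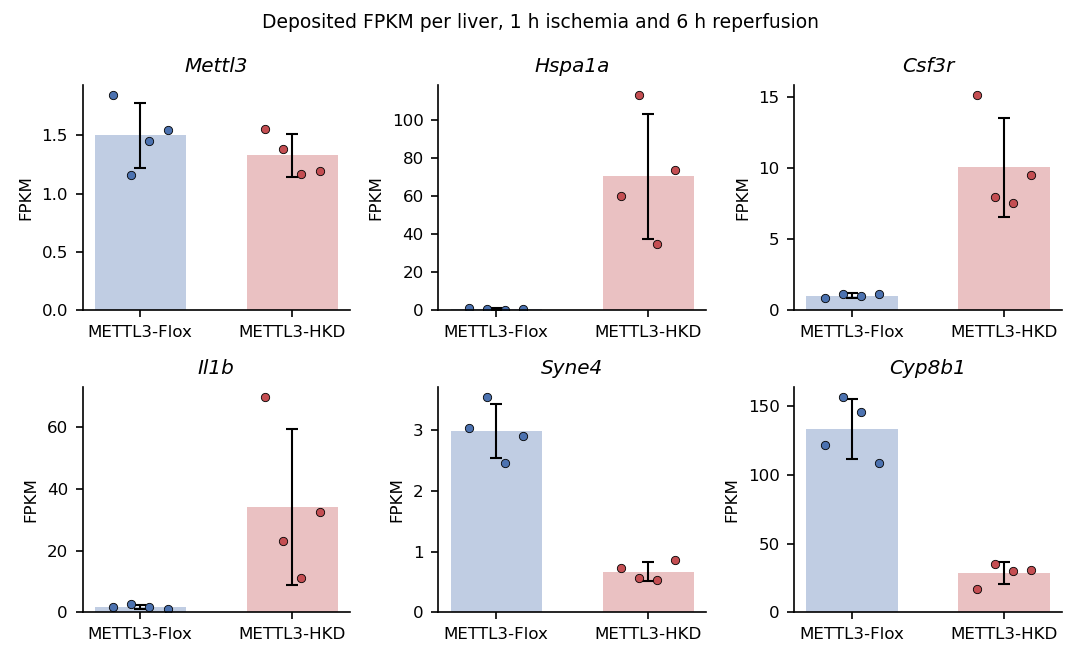
Deposited FPKM of Mettl3, Hspa1a, Csf3r, Il1b, Syne4 and Cyp8b1 on the vertical axes for METTL3-Flox mice (blue) and METTL3-HKD mice (red), with one point per liver, bars at the mean and error bars of 1 SD (n = 4). The groups overlap for Mettl3 and are separate for the other 5 genes.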

Volcano mapping showed that 1117 genes were upregulated and 321 genes were downregulated in METTL3-HKD mice compared to those in METTL3-Flox mice **(Fig. 6C and Table S3)**. KEGG enrichment analysis based on DEGs highlighted the mitogen-activated protein kinase (MAPK) signaling pathway, cytokine-cytokine receptor interaction, and other significantly enriched signaling mechanisms during hepatic I/R injury **(Fig. 6D)**. 

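KEGG pathways were not used here, and genes of the MAPK cascade and of cytokines and their receptors were grouped by symbol before the data were examined. The grouping was made with the paper's Table S3 at hand, which lists DEGs of these same livers. The families are therefore not independent of the outcome. Of the 75 tested genes of the MAPK cascade, 19 were upregulated (25.3%), against 4.70% of all tested genes, an odds ratio of 7.03 (two-sided Fisher's exact test, p = 1.12e-09). The odds ratio moved most with a pseudocount of 1 FPKM, to 11.2 (Fisher's exact test, p = 1.49e-09), and p ranged from 2.25e-11 to 2.18e-07 over the alternatives. Genes are not independent replicates, so these p-values describe the list of DEGs and not the mice. The upregulated genes were unevenly spread over the cascade. Among the AP-1 factors, 6 of 7 were upregulated (odds ratio 123, Fisher's exact test, p = 7.10e-08, adjusted p = 1.06e-06 by Benjamini-Hochberg over the 15 families tested), and among the dual-specificity phosphatases 8 of 18 (odds ratio 16.4, Fisher's exact test, p = 6.59e-07, adjusted p = 4.94e-06). The Gadd45 genes gave 2 of 3. None of the 11 tested MAP kinases and none of the 7 MAP2 kinases was upregulated, and Mapk15 was downregulated. The remaining kinases gave 1 of 16 MAP3 kinases (Map3k6), 1 of 5 MAP4 kinases (Map4k4) and 1 of 8 MAPK-activated kinases (Mapkapk3). At any fold change, 13 of the 47 kinase genes had an adjusted p under 0.05 with limma, 11 of them higher, and 23 had an unadjusted p under 0.05, 17 of them higher. By unadjusted p these were 4 MAP kinases, 3 MAP2 kinases, 8 MAP3 kinases, 3 MAP4 kinases and 5 MAPK-activated kinases.
Fos, on chromosome 12 from 85473890 to 85477273, had 14.8 ± 7.43 FPKM (SD, n = 4) in METTL3-HKD mice and 0.785 ± 0.348 FPKM (SD, n = 4) in METTL3-Flox mice, a log2 fold change of 4.04 (standard error 0.345, adjusted p = 0.00112 from limma). Dusp5, on chromosome 19 from 53529109 to 53542431, had 15.9 ± 9.66 FPKM (SD, n = 4) and 0.432 ± 0.194 FPKM (SD, n = 4), a log2 fold change of 4.71 (standard error 0.482, adjusted p = 0.00190 from limma). The genes of JNK1, JNK2 and p38α (Mapk8, Mapk9 and Mapk14) had log2 fold changes of 0.35, 0.04 and −0.28, none past the adjusted threshold of limma. These genes, Mapk15 and Map3k6 were chosen to be named after their values were seen. When each library was scaled to its reads on genes, 17 of the 28 AP-1, phosphatase and Gadd45 genes and 6 of the 47 kinase genes were upregulated, against 16 and 3 with the deposited scaling, and neither group's median changed sign.
For the cytokine families, 32 of 109 tested genes were upregulated, an odds ratio of 8.74 (two-sided Fisher's exact test, p = 2.07e-17). They comprised 8 of 29 chemokines, 6 of 16 chemokine receptors, 6 of 14 interleukins, 3 of 26 interleukin receptors, 3 of 8 TNF ligands and 6 of 16 TNF receptors. No member of the cytokine families was downregulated, and 7 were lower at an unadjusted p under 0.05.

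**Figure D3:**
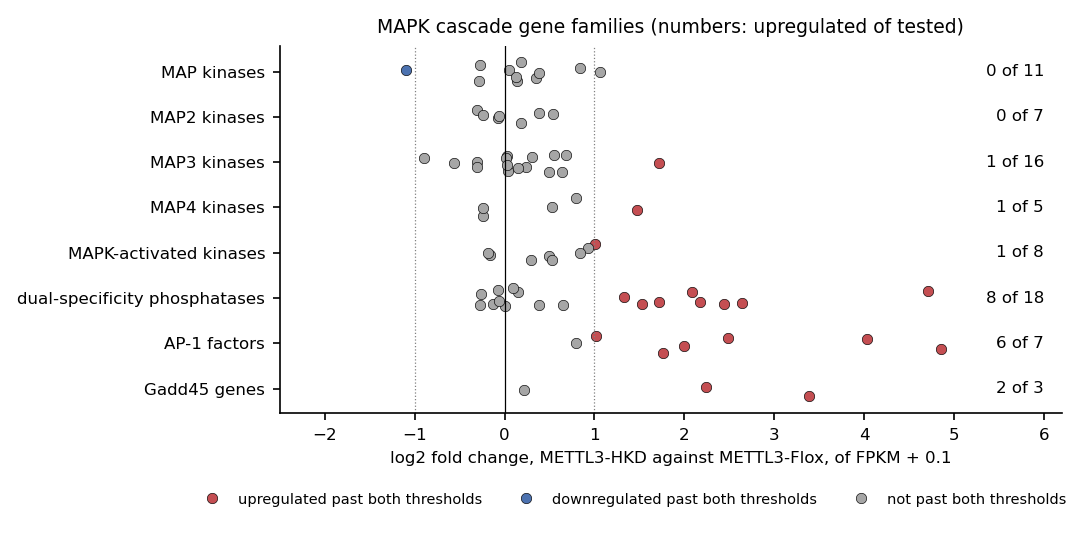
Log2 fold change, METTL3-HKD against METTL3-Flox, of each tested gene of the MAPK cascade on the horizontal axis, by family, with dotted lines at the fold change threshold and the number of upregulated genes of those tested at the right. Upregulated genes (red) are 16 of the 28 AP-1, phosphatase and Gadd45 genes and 3 of the 47 kinase genes, the single downregulated gene (blue) is Mapk15, and the medians of both groups stay positive when each library is scaled to its reads on genes.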

The cluster diagram shows the details of the top differentially expressed inflammation-related and apoptosis-related genes **(Fig. 6E-F)**. 

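Figures 6C, 6E and 6F label 75 genes, of which 73 were tested and 67 were upregulated past both thresholds. The study chose these genes on the same livers, so their levels are not independent evidence. Of the labels of Fig. 6E, 27 were tested and 24 were upregulated, with log2 fold changes from 1.04 to 4.50. Adjusted over the list alone, 27 genes had an adjusted p under 0.05 with limma, against 24 when adjusted over all genes tested. All 30 labels of Fig. 6F were upregulated, and 30 passed when adjusted over the list alone. For 66 of the labelled genes the groups did not overlap.
Among the apoptosis-related genes, Cdkn1a had 28.6 ± 11.7 FPKM (SD, n = 4) in METTL3-HKD mice and 6.05 ± 5.60 FPKM (SD, n = 4) in METTL3-Flox mice, a log2 fold change of 2.59 (standard error 0.592, adjusted p = 0.0229 from limma), and it overlaps AC167363.2 on the opposite strand. Bcl2l11 had 1.98 ± 0.504 FPKM (SD, n = 4) and 0.750 ± 0.360 FPKM (SD, n = 4), a log2 fold change of 1.36 (standard error 0.320, adjusted p = 0.0249 from limma). Each of these genes lost the adjusted threshold under 4 of the 18 alternatives. Gsn, Plat, Timp1 and Satb1 were not called. Among the inflammation-related genes, Cd14 had 93.3 ± 72.8 FPKM (SD, n = 4) and 7.14 ± 1.44 FPKM (SD, n = 4), a log2 fold change of 3.41 (standard error 0.454, adjusted p = 0.00412 from limma). METTL3-HKD mice differed widely in Cd14, and the log2 fold change stayed between 2.95 and 3.79 with each liver left out in turn. For 6 of the tested genes among these labels, every METTL3-Flox liver had at most 3 reads, so that their fitted fold changes depend on the pseudocount. One of them is Il6, for which the mean of METTL3-HKD mice was at least 22.5-fold higher. Its level was 2.85, 0.646, 0.410 and 3.92 FPKM in METTL3-HKD livers 1 to 4, so livers 1 and 4 carry most of that bound.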

Next, we assessed the effect of METTL3 on MAPK pathway activation following hepatic I/R injury. The results showed that all three kinases were activated after I/R injury, whereas METTL3 deficiency further increased the levels of p-ERK and p-JNK, and had little effect on p-P38 expression **(Fig. 6G)**. Activation of ERK and JNK was also observed in METTL3-knockdown L-02 cells after H/R insult **(Fig. 6H)**. Moreover, the opposite protein expression profiles were observed in AAV8-treated mice **(Fig. 6I)**. These findings support the notion that METTL3 attenuates hepatic I/R injury by modulating activation of the MAPK signaling pathway.

## Discussion

Currently, the prevention and treatment of I/R injury after liver transplantation and hepatectomy remain limited, lacking effective targeted drugs 37. The identification and characterization of novel regulatory factors may elucidate pathogenesis and provide therapeutic targets for hepatic I/R injury. Here, we found that the expression of METTL3 significantly increased after hepatic I/R, peaking at 6 h post-reperfusion. Further studies revealed that the deletion of METTL3 in hepatocytes resulted in a significant aggravation of liver injury. In contrast, the overexpression of METTL3 using AAV8 effectively attenuated the degree of liver injury after I/R. Our results suggested that METTL3 is a protective factor against liver injury.

Studies have shown that m^6^A plays a crucial role in the physiological functions of liver cells, as well as in the pathogenesis of liver diseases and cancers 38. METTL3, an important member of m^6^A writers, regulates inflammatory diseases by modulating the function of inflammatory immune cells 39.

However, there have been limited studies on the relationship between METTL3 and hepatic I/R injury, a condition in which apoptosis and inflammation are essential therapeutic mechanisms 40. To explore the role of METTL3 in hepatic I/R injury, we developed METTL3-HKD mice and injected AVV-TBG-METTL3 into the tail veins of wild-type mice to enhance the expression of METTL3 in the liver. Two sets of mice were utilized to construct I/R models, and related indexes were detected, which included changes in serum liver enzymes, inflammatory factors, and apoptosis factors. Interestingly, we found that hepato-specific knockdown of METTL3 resulted in increased apoptosis damage and inflammation levels, whereas increasing METTL3 expression significantly reduced inflammation and apoptosis levels. Thus, our study suggests that METTL3 plays a role in the regulation of inflammation and apoptosis in this injury, potentially by inhibiting activation of the MAPK pathway to influence inflammation levels. However, the specific targets of METTL3 require further investigation, which is a limitation of our study.

Xiang et al. reported an association between METTL3 and post-reperfusion injury in rat liver transplantation 41. The authors concluded that METTL3 could attenuate I/R injury in transplanted livers, which is consistent with our findings. However, they observed reduced levels of m^6^A modification and downregulation of METTL3 expression in liver grafts, which contradicts our results. We speculated that these discrepancies might be attributable to differences between rat and mouse species, as well as differences in modeling methods. For instance, the immunological response in the liver transplantation model would be more complex than in the I/R model, because the transplanted liver needs to receive reperfusion from the new host. More importantly, we found that METTL3 was upregulated after hepatic I/R injury, whereas its deficiency exacerbated the liver injury. These contradictory results could be interpreted as an intrinsic self-protective mechanism triggered by the organism in response to I/R injury, including the upregulation of METTL3 expression, which was only partly inhibited after reperfusion.

The MAPK signaling pathway has been reported to be involved in the regulation of hepatic I/R injury 42, 43. 

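In the same livers, the Reactome set MAPK targets, Nuclear events mediated by MAP kinases had a normalized enrichment score of 1.85 toward METTL3-HKD mice (adjusted p = 0.0250 from fgsea). Of its 23 genes, 18 had a positive log2 fold change, and the 13 genes that carried the score included Fos, Jun, Dusp4 and Dusp6. The score fell most, to 1.68 (adjusted p = 0.0962 from fgsea), when genes were ranked by log2 fold change, and was then no longer past the threshold. With each liver left out in turn, it stayed between 1.78 and 2.05. The adjusted p ranged from 0.00183 to 0.0962 over the alternatives. It was 0.0186 with camera and 0.0135 with fry, and 0.969 with camera when the correlation between genes was estimated from the livers, a test that none of the 676 sets passed. In 2 of the 35 splits of the 8 livers into 4 and 4, the real one included, the score was as large. From the pathways enriched among its DEGs (Fig. 6D), the paper goes on to the phosphorylation of kinases of the MAPK cascade (Fig. 6G). It also reports ERK and JNK activation in L02 cells with METTL3 knocked down (Fig. 6H), and the opposite pattern in AAV8-treated mice (Fig. 6I). From these it proposes that METTL3 protects the liver by modulating the MAPK pathway.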

By analyzing the RNA-seq data of liver tissues from METTL3-HKD mice and METTL3-Flox mice, we found an enrichment of the MAPK signaling pathway. METTL3 deficiency resulted in further activation of the MAPK signaling pathway in I/R injury, which was evidenced by the increased phosphorylation of ERK and JNK. Activated ERK has been reported to be associated with cell proliferation and could exacerbate I/R injury, which might be attributed to the infiltration of neutrophils and cell death 44.

In conclusion, our study demonstrates the role of METTL3 molecules in hepatic I/R injury. But there are still some limitations. More experiments are needed to explain how METTL3 affects the MAPK signaling pathway in order to pinpoint effective drug targets.

## Supplementary Material

Supplementary tables 1-2.

Supplementary table 3.

## Figures and Tables

**Figure 1:**
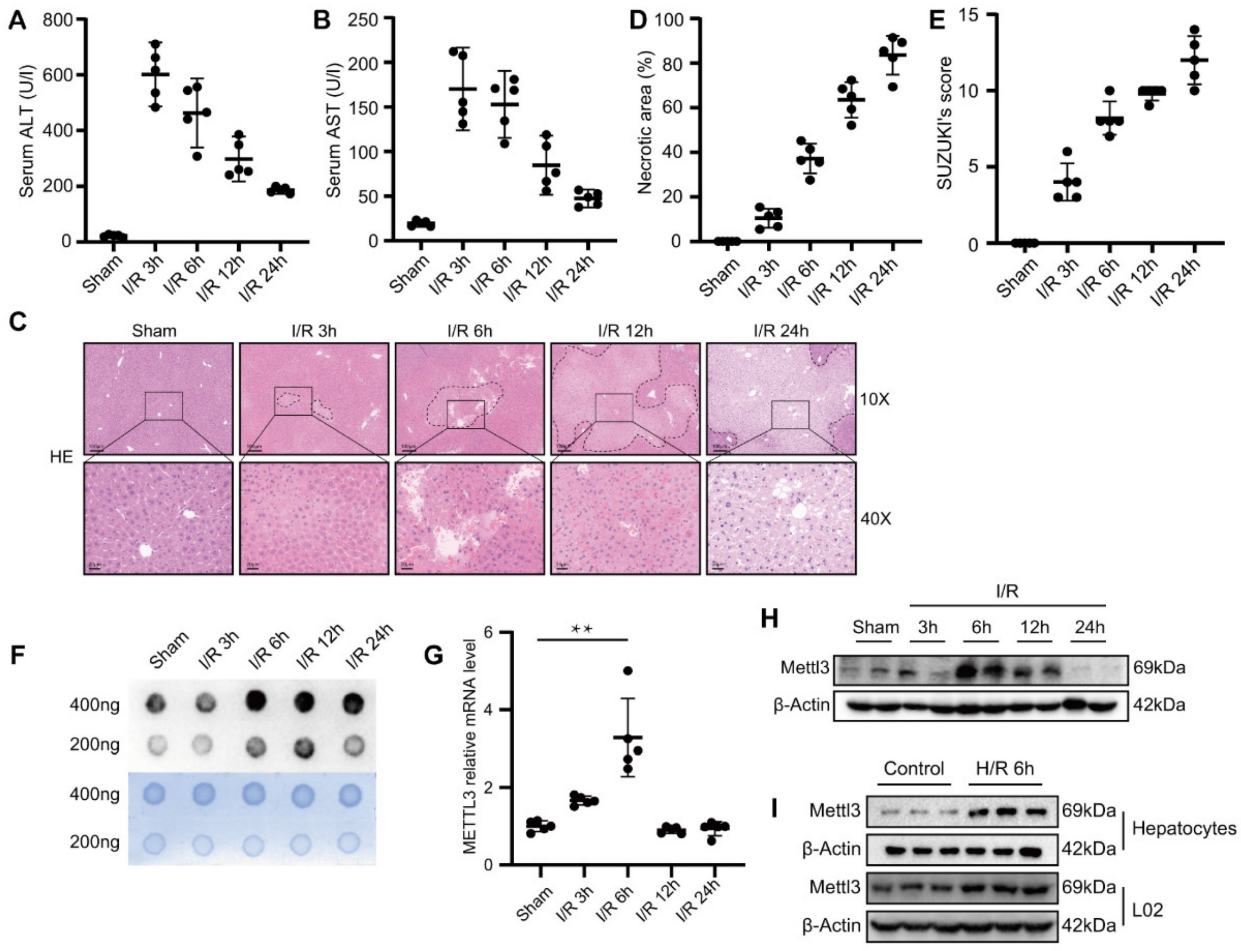
m^6^A** levels and METTL3 expression were upregulated during liver I/R. (A-H)** Wild-type C57BL/6 mice were subjected to sham or 1 h of ischemia and subsequent reperfusion for 3 h, 6 h, 12 h, and 24 h (n = 5 each time point). Relevant indicators were detected. **(A-B)** Serum ALT/AST levels.** (C)** Representative HE staining images of liver sections. **(D)** Necrotic area proportion and **(E)** The Suzuki's scores of liver sections. **(F)** The m^6^A methylation of total RNA was detected by Dot Blot analysis. **(G-H)** The mRNA level **(G)** and protein level **(H)** of METTL3 in the liver tissue harvested from sham and I/R group. **(I)** Western blot analysis of METTL3 expression in primary hepatocytes or L02 cells after 6 h of hypoxia followed by 6 h of reoxygenation.

**Figure 2:**
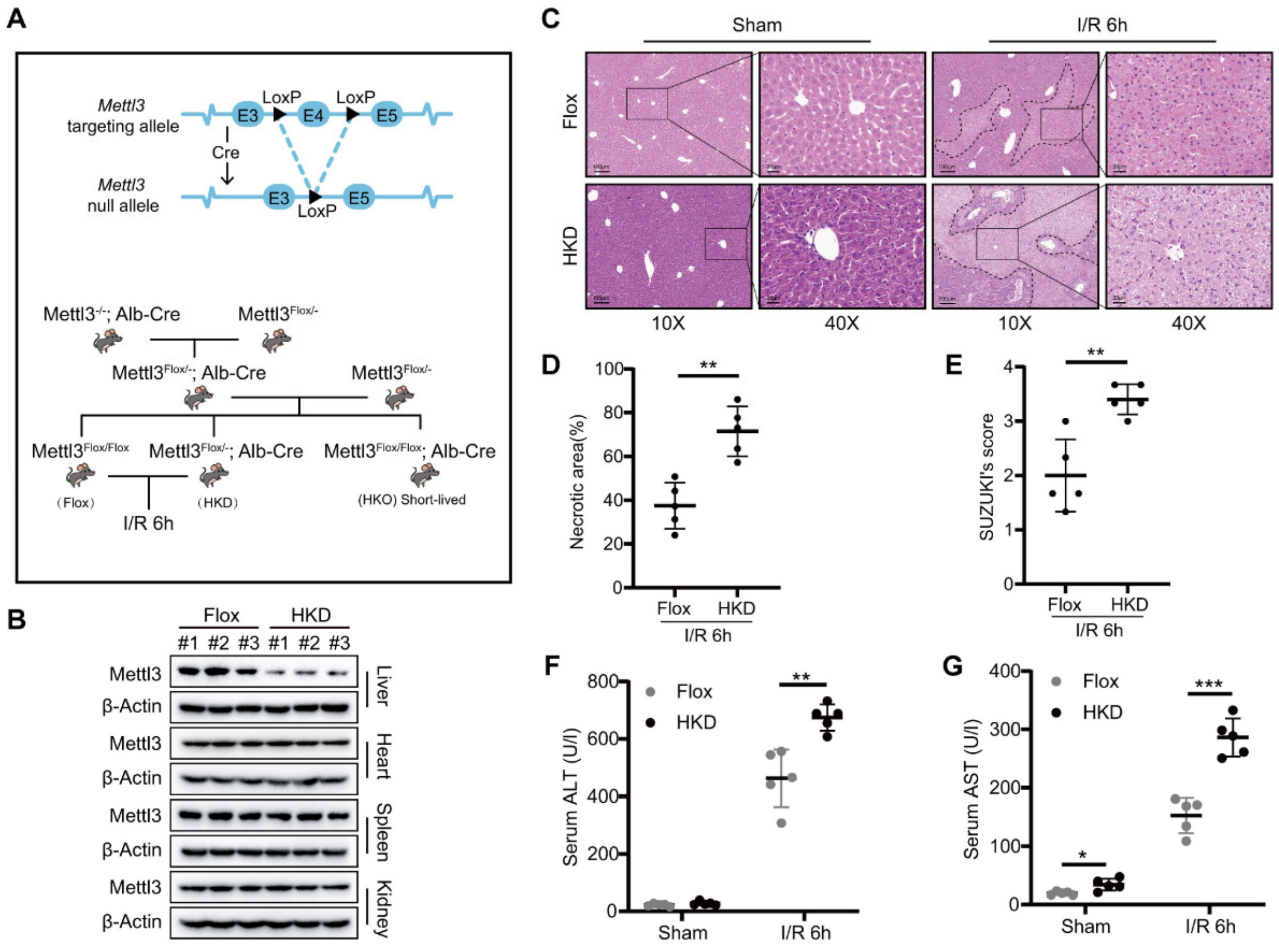
** METTL3 deficiency exacerbated liver damage after I/R injury. (A)** Schematic representation of the generation of METTL3-HKD and METTL3-Flox mice. **(B)** The expression of METTL3 in major organs of HKD mice. **(C-E)** Representative HE staining images** (C)**, necrotic area pro-portion **(D)** and Suzuki' score **(E)** of liver sections, and serum AST/ALT levels **(F-G)** of METTL3-HKD mice and METTL3-Flox mice in the sham group and I/R 6 h group (n = 5 per group).

**Figure 3:**
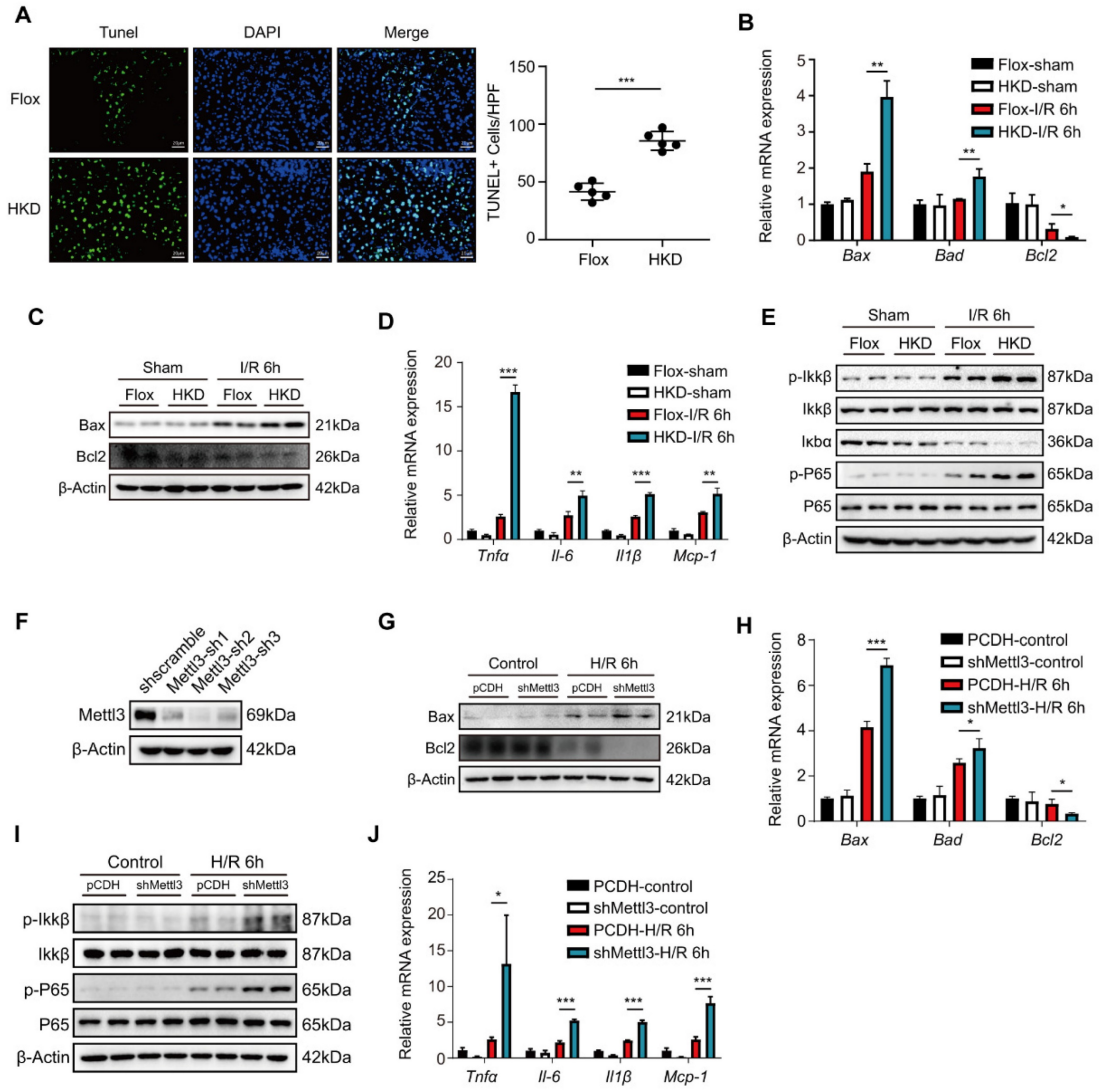
** METTL3 deficiency aggravated inflammatory response and cell death during hepatic I/R injury. (A-E)** Mice were subjected to sham or I/R 6 h injury (n = 5 per group). **(A)** Representative TUNEL staining images and number of TUNEL-positive cells from liver sections of METTL3-HKD and METTL3-Flox mice at 6 h after suffering I/R injury. **(B-C)** The mRNA levels **(B)** and protein levels** (C)** of apoptosis-related factors in the liver. **(D-E)** The mRNA levels of inflammatory factors **(D)** and protein expression of NF-κB signaling pathway **(E)** in the liver. **(F)** L02 cells were transfected with three different shMettl3 plasmids. **(G-J)** Cell death and inflammation-related factors were detected in L02 cells subjected to 6 h of hypoxia and 6 h of reoxygenation after being transfected with shMettl3 or control plasmids.

**Figure 4:**
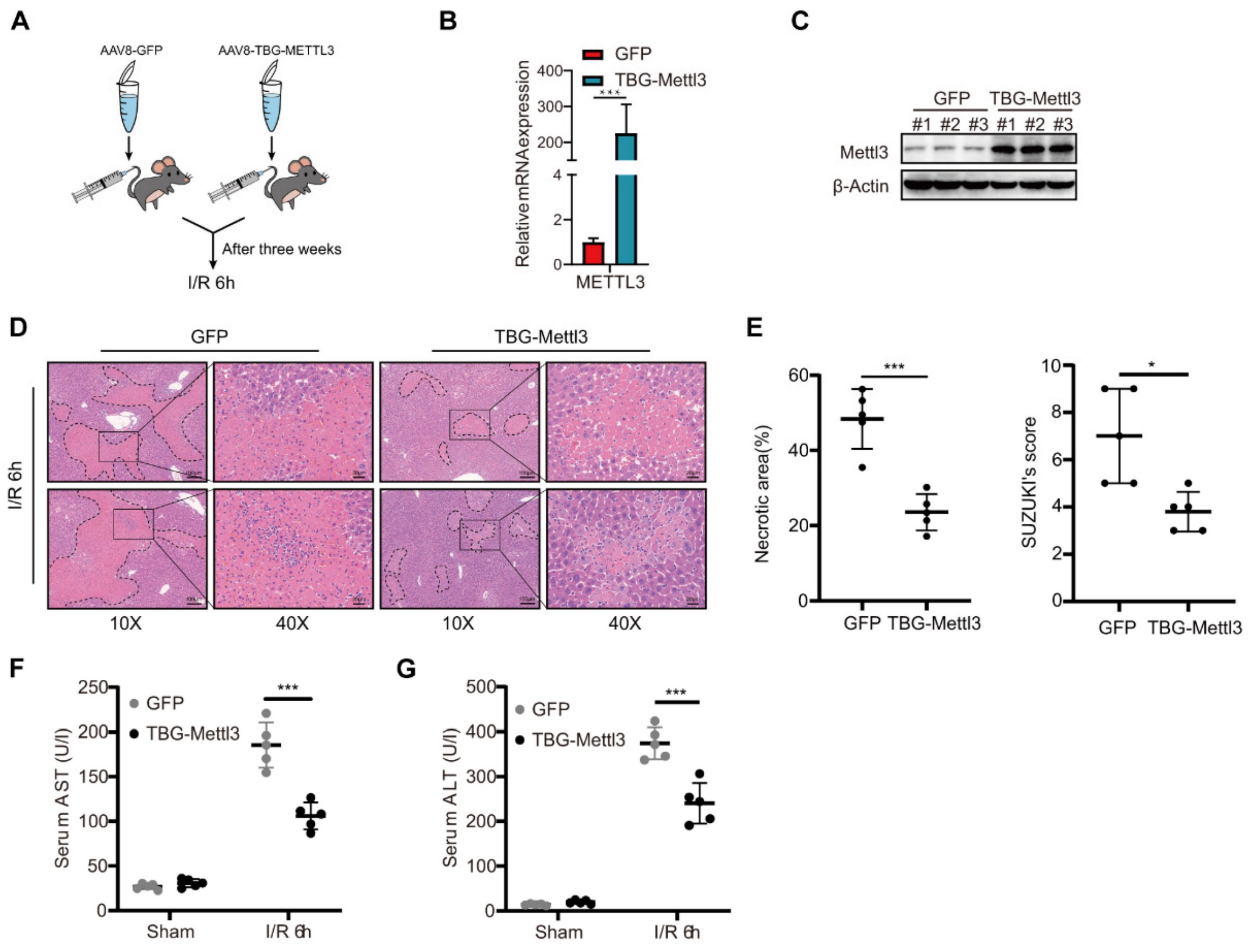
** AAV-mediated hepatocyte-specific METTL3 overexpression attenuated hepatic I/R injury in mice. (A)** Wild type C57BL/6 mice were injected with AAV8-GFP or AAV-TBG-METTL3 through tail vein and then subjected to I/R 6 h injury (n = 5 per group).** (B-C)** Western blot **(C)** and qPCR **(B)** analysis of METTL3 in the liver of mice injected with AAV8-GFP or AAV-TBG-METTL3. **(D-G)** Representative HE staining images **(D)**, necrotic area proportion and Suzuki' score **(E)** of liver sections, and serum AST/ALT levels **(F-G)** of mice injected with AAV8-GFP or AAV-TBG-METTL3 and further subjected to I/R 6 h injury.

**Figure 5:**
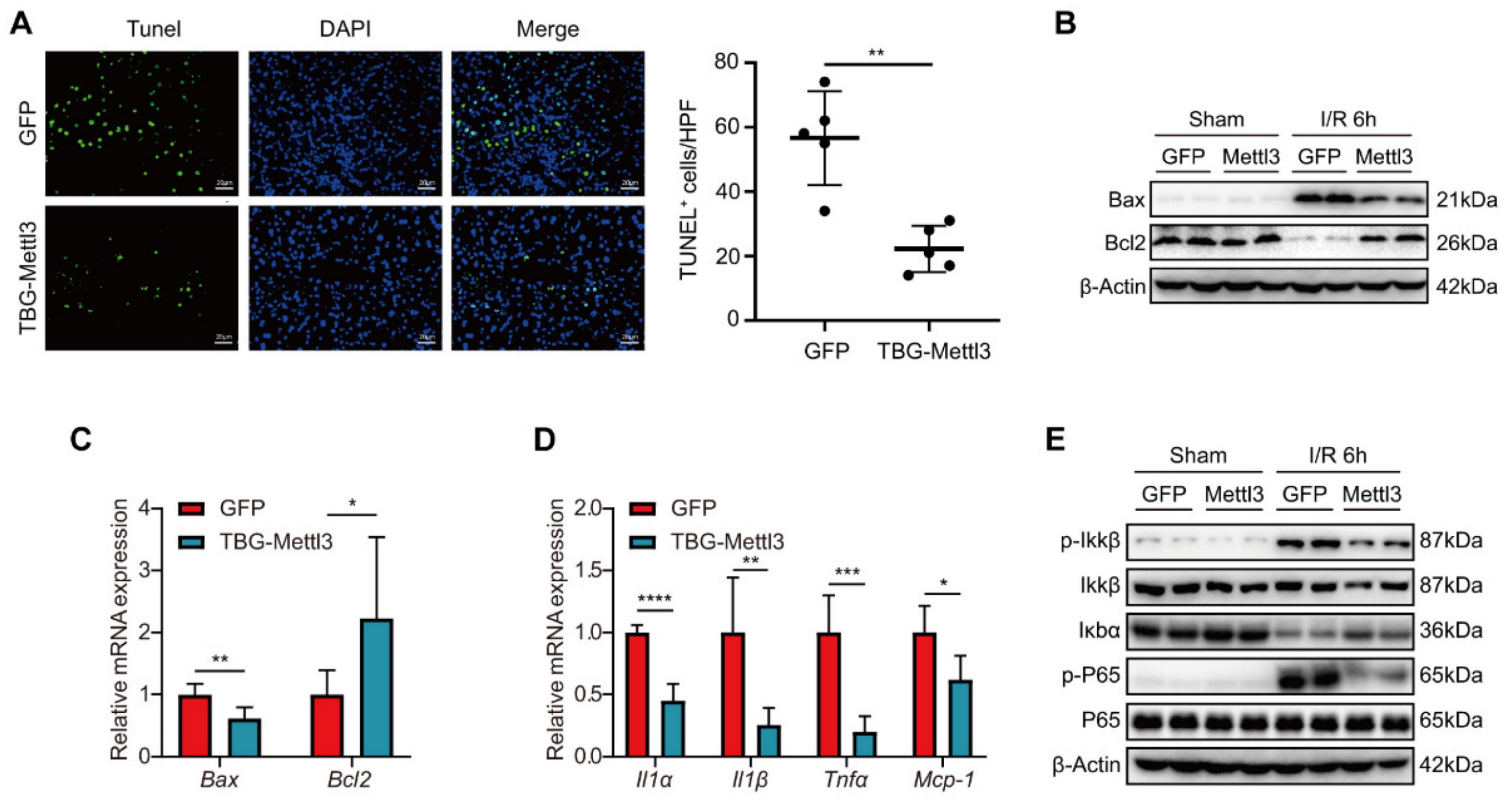
** Overexpression of METTL3 inhibited inflammation and apoptosis during hepatic I/R injury. (A)** Representative TUNEL staining images and numbers of TUNEL-positive cells from liver sections, which were obtained from mice injected with AAV8-GFP or AAV-TBG-METTL3 and further subjected to I/R 6 h injury (n = 5 per group). **(B-C)** The protein levels **(B)** and mRNA levels **(C)** of apoptosis-related factors in the liver of mice injected with AAV8-GFP or AAV-TBG-METTL3 and further subjected to I/R 6 h injury. **(D-E)** The mRNA levels of inflammatory factors **(D)** and protein expressions of NF-κB signaling pathway **(E)** in the liver of mice injected with AAV8-GFP or AAV-TBG-METTL3 and further subjected to I/R 6 h injury.

**Figure 6:**
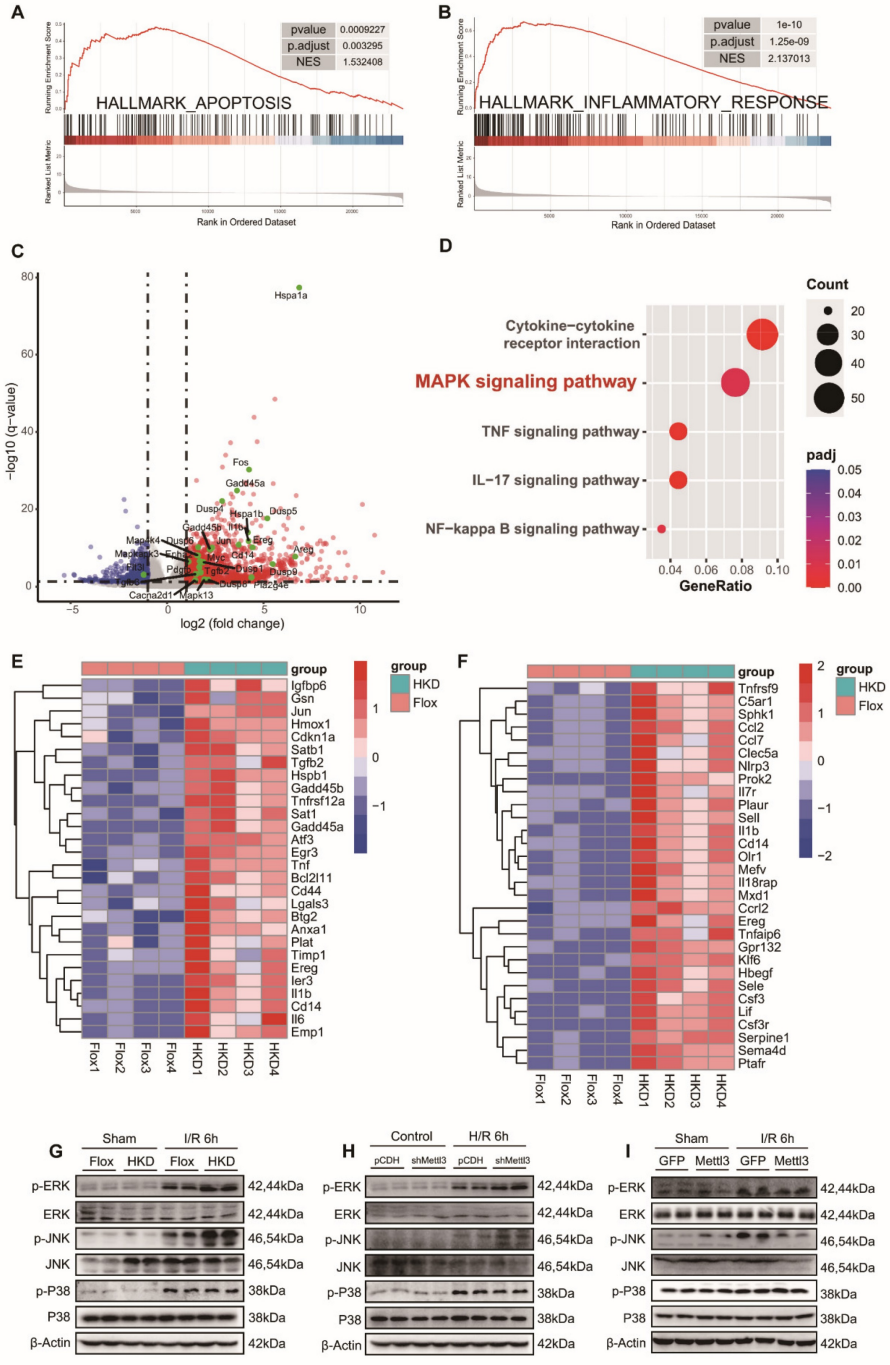
** METTL3 participated in hepatic I/R injury by inhibiting the MAPK pathway. (A-B)** GSEA analysis of the biological processes related to apoptosis **(A)** and inflammatory response **(B)**. **(C)** Volcano plots showing the significantly differential genes between the METTL3-HKD and METTL3-Flox mice subjected to I/R 6 h injury. MAPK signaling pathway-related genes are high-lighted in green. **(D)** Major biological pathways determined by KEGG enrichment analysis of RNA-seq of liver tissues from METTL3-HKD and METTL3-Flox mice subjected to I/R 6 h injury. **(E-F)** Heatmap generated based on the expression of apoptosis-related genes **(E)** and inflammation-related genes **(F)** in the livers from METTL3-HKD and METTL3-Flox mice detected by RNA-seq analyses. **(G-I)** Western blot analyses of the total and phosphorylated protein levels of ERK, JNK, and P38 in liver and L02 cells after I/R or H/R insult.

## Abbreviations

AAV: Adeno-associated virus
ALT: Alanine aminotransferase
AST: Aspartate aminotransferase
HE: Hematoxylin and Eosin
HKD: Hepatocyte-specific knockdown
IF: Immunofluorescence
I/R: Ischemia/Reperfusion
MAPK: Mitogen-activated protein kinase
M^6^A: N6-methyladenosine
NF-κB: Nuclear factor kappa-B

# Supplementary material for: METTL3 Deficiency Aggravates Hepatic Ischemia/Reperfusion Injury in Mice by Activating the MAPK Signaling Pathway
**Source:** Int J Med Sci. 2024 Apr 15;21(6):1037–48. doi: 10.7150/ijms.94177
**Supplement:** Supplementary file 1 — Supplementary tables 1-2.

**Table S1. Primers for quantitative PCR**

| <b>Primer set</b> | <b>Primers</b> | <b>Sequence (5'-3')</b>         | <b>Product size (bp)</b> |
|-------------------|----------------|---------------------------------|--------------------------|
| m- <i>Mettl3</i>  | Forward        | 5'-CTGGGCACTTGGATTTAAGGAA-3'    | 173                      |
|                   | Reverse        | 5'-TGAGAGGTGGTGTAGCAACTT-3'     |                          |
| h- <i>Mettl3</i>  | Forward        | 5'-TTGTCTCCAACCTTCCGTAGT-3'     | 145                      |
|                   | Reverse        | 5'-CCAGATCAGAGAGGTGGTGTAG-3'    |                          |
| m- <i>Bax</i>     | Forward        | 5'-TGAGCGAGTGTCTCCGGCGAAT-3'    | 213                      |
|                   | Reverse        | 5'-GCACTTTAGTGCACAGGGCCTTG-3'   |                          |
| h- <i>Bax</i>     | Forward        | 5'-CCCGAGAGGTCTTTTCCGAG-3'      | 155                      |
|                   | Reverse        | 5'-CCAGCCCATGATGGTTCTGAT-3'     |                          |
| m- <i>Bad</i>     | Forward        | 5'-CCAGAGTTTGAGCCGAGTGAGCA-3'   | 173                      |
|                   | Reverse        | 5'-ATAGCCCCTGCGCCTCCATGAT-3'    |                          |
| h- <i>Bad</i>     | Forward        | 5'-CCCAGAGTTTGAGCCGAGTG-3'      | 249                      |
|                   | Reverse        | 5'-CCCATCCCTTCGTCGTCCT-3'       |                          |
| m- <i>Bcl2</i>    | Forward        | 5'-TGGTGGACAACATCGCCCTGTG-3'    | 118                      |
|                   | Reverse        | 5'-GGTCGCATGCTGGGGCCATATA-3'    |                          |
| h- <i>Bcl2</i>    | Forward        | 5'-GGTGGGGTCATGTGTGTGG-3'       | 89                       |
|                   | Reverse        | 5'-CGGTTCAGGTACTCAGTCATCC-3'    |                          |
| m- <i>Tnfa</i>    | Forward        | 5'-CATCTTCTCAAAATTCGAGTGACAA-3' | 175                      |
|                   | Reverse        | 5'-TGGGAGTAGACAAGGTACAACCC -3'  |                          |
| h- <i>Tnfa</i>    | Forward        | 5'-TGGCGTGGAGCTGAGAGATA-3'      | 176                      |
|                   | Reverse        | 5'-TGATGGCAGAGAGGAGGTTG-3'      |                          |
| m- <i>Il6</i>     | Forward        | 5'-AGTTGCCTTCTTGGGACTGA-3'      | 159                      |
|                   | Reverse        | 5'-TCCACGATTTCCAGAGAAC -3'      |                          |
| h- <i>Il6</i>     | Forward        | 5'-GAGTAGTGAGGAACAAGCCAGA-3'    | 192                      |
|                   | Reverse        | 5'-AAGCTGCGCAGAATGAGATGA-3'     |                          |
| m- <i>Il1β</i>    | Forward        | 5'-CCGTGGACCTTCCAGGATGA-3'      | 117                      |
|                   | Reverse        | 5'-GGGAACGTCACACACCAGCA-3'      |                          |
| h- <i>Il1β</i>    | Forward        | 5'-GCTGGAGAGTGTAGATCCCAAA-3'    | 139                      |

|                |         |                              |     |
|----------------|---------|------------------------------|-----|
|                | Reverse | 5'-TGCTTGAGAGGTGCTGATGT-3'   |     |
| <i>m-Mcp-1</i> | Forward | 5'-TGGCTCAGCCAGATGCAGT-3'    | 81  |
|                | Reverse | 5'-CCAGCCTACTCATTGGGATCA -3' |     |
| <i>h-Mcp-1</i> | Forward | 5'-ATAGCAGCCACCTTCATTCCC-3'  | 154 |
|                | Reverse | 5'-CAGCTTCTTTGGGACACTTGC-3'  |     |

---

**Table S2. Information for antibodies used in this study**

| <b>Protein</b>        | <b>Assay</b> | <b>Catalog number</b> | <b>Company</b>            |
|-----------------------|--------------|-----------------------|---------------------------|
| METTL3                | WB           | 15073                 | Proteintech               |
| $\beta$ -Actin        | WB           | AC026                 | ABclonal                  |
| Bax                   | WB           | 60267                 | Proteintech               |
| Bcl2                  | WB           | 3498T                 | Cell Signaling Technology |
| p-IKK $\beta$         | WB           | AP1237                | ABclonal                  |
| IKK $\beta$           | WB           | A0714                 | ABclonal                  |
| I $\kappa$ B $\alpha$ | WB           | A11397                | ABclonal                  |
| p-P65                 | WB           | AP0446                | Abclonal                  |
| P65                   | WB           | 10745                 | Proteintech               |
| p-ERK                 | WB           | 4370T                 | Cell Signaling Technology |
| ERK                   | WB           | 11257                 | Proteintech               |
| p-JNK                 | WB           | 4668S                 | Cell Signaling Technology |
| JNK                   | WB           | 17572                 | Proteintech               |
| p-P38                 | WB           | 9216S                 | Cell Signaling Technology |
| P38                   | WB           | 170099                | Abcam                     |

How the deposited data were processed for this re-analysis (not part of the article)

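RNA sequencing of livers from 4 METTL3-HKD mice and 4 METTL3-Flox mice, taken after 1 h of ischemia and 6 h of reperfusion, was analysed. The groups follow the sample labels, and all 8 libraries were used. The authors deposited FPKM for 54532 genes, together with the gene length used for each gene. The steps that led to these values, including the aligner, the counting, the annotation and the strand setting, are not stated in the paper's text. Of the listed genes, 54409 are also in the GENCODE M21 annotation of GRCm38, and 98.26% of these have the same coordinates there. The symbols of 27 genes had been turned into dates and were taken from the annotation by identifier.

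The deposited FPKM, multiplied by gene length and by an effective library size, gave whole reads for 100% of the non-zero values in every library. The effective library sizes equal the size factors implied by the normalized values of the paper's Table S3 times one constant, so the values were scaled between libraries before deposition. The rebuilt reads were used for depth, for the floor of 3 reads and for the alternatives with voom and with scaling to the reads on genes. Depth on genes lay between 15861245 and 18434488 reads per library. Intervals and floors from reads cover counting error only.

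Genes with a mean of at least 0.1 FPKM over the 8 libraries were tested, which left 16645 genes. FPKM were log2-transformed after a pseudocount of 0.1 FPKM and compared with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. DEGs had an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, which are the paper's thresholds. Reactome sets shipped with fgsea 1.28.0 were tested on the moderated statistic (sets of 15 to 500 genes, seed 1), and with camera and fry of limma. Hallmark sets and KEGG pathways were not used here. Families of genes defined by symbol were compared with all other tested genes by Fisher's exact test, two-sided. Permutation tests of single genes enumerate all 70 arrangements of 4 against 4 livers with scipy 1.17.1 in Python 3.11.15.

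The genes named in the text were chosen by a rule set before the data were examined. They are Mettl3, the labels of Fig. 6C, 6E and 6F, the genes measured by qPCR in Fig. 3B and 3D, and the 5 upregulated and 5 downregulated genes with the smallest adjusted p whose groups do not overlap. In the closing section, they also include members of the gene families and of lists of cell type and response markers. A few kinase genes named beside the counts of their family fall outside this rule, and were chosen after their values were seen. The lists and families were written before the data were examined but with Table S3 at hand. The symbol patterns of the interleukins and their receptors were corrected after the results were seen so that no gene is in both families, which left the totals over all cytokine families unchanged. The lists of skin, skeletal muscle, pancreas, mitochondrial mRNA and cornified envelope genes were written after the results had been seen and before those genes were looked up. Values of genes that overlap another gene, or that have a near-identical paralog, are uncertain, since the strand setting is not stated. This limit is given beside Mettl3, Hspa1a, Hbb-bs, Sox6os, Bco2, Cdkn1a, Bad, Timp1, Tnfrsf9 and Tgfb3. Further named genes, among them Il1b, Jun, Ereg, Tgfb2, Sphk1, Prok2 and Gsn, overlap antisense or other transcripts of a lower level, and Ccl2, Flt3l, Dusp8, Cacna2d1, Bax and Bcl2 overlap genes listed at 0 FPKM.

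Each result was recomputed under alternatives that change one choice at a time. These were a pseudocount of 1 FPKM, a minimum mean of 1 FPKM, no minimum, median-of-ratios scaling, no mean-variance trend, array quality weights, a block for the replicate number, protein-coding genes only, voom on the rebuilt reads, and the omission of each of the 8 livers in turn. Gene sets were also ranked by log2 fold change, and families were also counted on the adjusted p alone. Scaling to the reads on genes was added after the values were seen. The median-of-ratios factor was 1.01 in all 8 livers, since the deposited FPKM were already scaled between libraries, so this alternative, though counted among the 18, could hardly move a result. The method was tested on simulated data drawn for 16402 genes, of which 200 were changed, and it called 200 of the changed and 4 of the unchanged genes. In the test of gene sets, which ran on 15711 genes, a planted set ranked 1 of 668 sets, and 0 sets were called where none was planted. The simulated genes varied independently of each other, and the changed genes were drawn from well-covered ones. The simulation therefore does not cover genes that vary together between livers, or genes near the floor. The model was also refitted on all 35 splits of the 8 livers into 4 and 4. The human cell experiments, the western blots and the qPCR were not analysed here. Some single genes labelled in the figures or belonging to the families are not reported here.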

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

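All tests weighed in this part were chosen after the result was seen, except the test of skin, which was set before the keratin genes were looked up.

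Among the named genes and library measures, 186 groups of 4 livers were checked for a liver far from the other 3, and 13 were found, where chance alone gives about 9. The excess is small, and no explanation was tested for single livers. METTL3-HKD liver 1 had the highest value in 6 of them. It had 0.867 FPKM of Tgfb3, which overlaps Ttll5 (others 0.425 to 0.496), 79.6 FPKM of Hmox1 (others 48.8 to 52.5), 13.2 FPKM of Anxa1 (others 4.75 to 5.33), 1.14 FPKM of Sphk1 (others 0.383 to 0.473), 2.46 FPKM of Prok2 (others 0.365 to 0.649) and 1.65 FPKM of Sprr2b (others 1.13 to 1.17). The depth of this liver, 17237993 reads on genes, lay within the range of its group. METTL3-Flox liver 2 had the highest value in 5, with 2.68 FPKM of Ier3 (others 1.10 to 1.37), 0.0765 FPKM of Il6 (others 0), 0.362 FPKM of Tnfaip6 (others 0.0385 to 0.0727), 0.868 FPKM of Ptafr (others 0.290 to 0.307) and 0.00503% of reads on hemoglobin genes (others 0.00208 to 0.00244%). METTL3-Flox liver 1 had 11.1 FPKM of Jun (others 3.06 to 4.13), and METTL3-Flox liver 4 had 0.0456 FPKM of Dusp9 (others 0). The values of Il6 and Dusp9 stand for 3 and 2 reads, which is within the floor. Without the liver in question or any other, the log2 fold change of Jun stayed between 2.28 and 2.88. The design gives no condition within a group, so no biological explanation was tested.

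Marker genes of neutrophils, which the paper does not discuss as a set, stood far above their level in METTL3-Flox mice. The median log2 fold change of the 14 listed genes was 3.95, and 13 of them were upregulated with limma. The most abundant, S100a9, had 403 ± 315 FPKM (SD, n = 4) in METTL3-HKD mice and 13.9 ± 5.71 FPKM (SD, n = 4) in METTL3-Flox mice. METTL3-HKD liver 1 raised that mean, with 867 FPKM against 195 to 326 FPKM in the other METTL3-HKD livers. The median of the list stayed between 3.44 and 4.23 with each liver left out in turn. Of these markers, 12 are in the paper's Table S3, 1 is also a label of Fig. 6F, and 6 reach 1 FPKM in METTL3-Flox livers. A pseudocount of 1 FPKM lowered the median to 2.46. Hemoglobin transcripts rose in parallel, with a log2 fold change of 3.28 for Hbb-bs (adjusted p = 0.00378 from limma), whose near-identical paralogs could share its reads. The erythroid gene Alas2 had a log2 fold change of −0.98 (adjusted p = 0.103 from limma). Markers of Kupffer cells, the resident macrophages, moved the other way, with a median of −0.97 over 10 genes, all negative, of which 4 were downregulated, led in abundance by Cd5l at 101 FPKM and C1qb at 81.5 FPKM in METTL3-Flox mice. A lower share of hepatocytes would raise the markers of every other cell type alike. The tables argue against it, since the median of the 8 endothelial markers was −0.12 and the Kupffer markers fell. With the scaling to reads on genes, the endothelial median was 0.09, which is below the shift of 0.20 of all genes. Blood left in the vessels stays open. The median of the 3 tested T and NK cell markers was 0.46, but these genes lie near the floor, so blood and infiltrating neutrophils cannot be told apart. A larger number of neutrophils in the injured METTL3-HKD liver, a change of state in the cells present, and a loss or a lower marker level of Kupffer cells remain hypotheses that these data cannot separate.

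Sprr1a, a gene of the cornified envelope of skin that the paper does not discuss, had a log2 fold change of 9.02 (standard error 0.789, adjusted p = 0.00112 from limma), the largest of all tested genes. It had 156 ± 109 FPKM (SD, n = 4) in METTL3-HKD mice and 0.139 ± 0.140 FPKM (SD, n = 4) in METTL3-Flox mice. It was singled out after its values were seen. Of the 18 listed Sprr and Lce genes, 6 were tested and all 6 were upregulated, with a median of 3.80, or 2.25 with genes at the floor set to their bound. Skin in the sample does not explain this, since skin would bring its abundant keratins. The mean of Krt14 was 0.559 FPKM in METTL3-HKD mice, and Krt10 had a log2 fold change of −0.28. Krt14 was lowest in METTL3-HKD liver 2, at 1 read, where Sprr1a was highest. Other genes of the skin list went with the rise. Among its 8 tested genes, with a median of 1.42, 2 were upregulated, one of which was Lor at 11.6, 18.1, 1.80 and 10.1 FPKM in METTL3-HKD livers 1 to 4 and at most 0.591 FPKM in METTL3-Flox livers, in the same order of livers as Sprr1a. Krt5 had 0 to 22 reads in METTL3-HKD livers and 0 in every METTL3-Flox liver. Reads of paralogs may be shared within the family, but Sprr1a alone had 280 to 4208 reads per METTL3-HKD liver. Expression in liver cells remains a hypothesis.

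Acta1, a gene of skeletal muscle, reached 61.8 FPKM in METTL3-HKD liver 3 and 37.4 FPKM in METTL3-HKD liver 1, against 0.0352 and 0 FPKM in METTL3-HKD livers 2 and 4 and at most 1 read in METTL3-Flox livers. The paper does not discuss it. The 10 listed muscle genes had 3994 reads (0.0232% of reads on genes) in METTL3-HKD liver 1 and 6399 (0.0360%) in METTL3-HKD liver 3, and between 11 and 20 in each of the other 6 livers. Of these genes, 8 had more than 3 reads in METTL3-HKD livers 1 and 3 and at most 3 in every other liver. A small amount of skeletal muscle in those samples is consistent with this value, and none of the 10 genes was called with limma or had an unadjusted p under 0.05 (0 genes). Among them, 8 are in the paper's Table S3. Table S3 holds 24 upregulated genes with more than 3 reads only in METTL3-HKD livers 1 and 3, among them its 3 largest fold changes. The genotype does not separate livers 1 and 3 from livers 2 and 4, so no biological explanation was tested.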

How the results depend on the processing

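Alternatives were set before the data were examined, except the scaling to reads on genes, which was added after the values were seen. Median-of-ratios scaling was no real test, since its factor was the same in every liver. The numbers of upregulated and downregulated genes, 782 and 253, stayed within 1.5 times their value under most alternatives. With a pseudocount of 1 FPKM they were 317 and 88, which the construction explains in part, since it shrinks the fold changes of weakly expressed genes. With a minimum mean of 1 FPKM, 450 genes were upregulated among 10694 tested. Without a minimum, 163 were downregulated among 25793 tested. With each library scaled to its reads on genes, 133 were downregulated, since the median of all genes then moved to 0.20. Over the 8 fits that each left out one liver, upregulated genes ranged from 492 (without METTL3-HKD liver 1) to 960 (without METTL3-HKD liver 3), and downregulated genes from 94 (without METTL3-Flox liver 3) to 341 (without METTL3-HKD liver 3). The cause was not tested.

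Mettl3 stayed short of the threshold under every alternative, and its direction changed with the scaling to reads on genes, to a log2 fold change of 0.047, since that scaling raises every gene of METTL3-HKD mice. The Reactome set Apoptosis kept its direction and stayed short of the threshold under every alternative listed. The set Cytokine Signaling ranged from −1.36 (without METTL3-HKD liver 2, adjusted p = 0.0419 from fgsea) to 1.52 (without METTL3-HKD liver 3, adjusted p = 0.0245 from fgsea), stayed short of the threshold under the other alternatives, and the cause was not tested. The set of MAPK targets lost the threshold when ranked by log2 fold change, with a score of 1.68 and passed it under the other alternatives. Camera with a correlation between genes estimated from the livers passed none of the 676 sets (0.969 was the smallest adjusted p), so it cannot tell sets apart here. Of the inflammatory sets chosen after their values were seen, Signaling by Interleukins lost the threshold without METTL3-Flox liver 1 (score 1.43, adjusted p = 0.0616 from fgsea) and Toll Like Receptor 4 Cascade when ranked by log2 fold change (score 1.59, adjusted p = 0.0649 from fgsea). Chemokine receptors bind chemokines and Innate Immune System passed with fgsea under every alternative. The families of the MAPK cascade and of cytokines passed under every alternative, with odds ratios from 6.05 to 8.66 and from 7.62 to 11.2 with each liver left out in turn.

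The replicate numbers of the labels gave no sign of pairing. The deviations of livers with the same number correlated across genes at 0.14, −0.16, −0.04 and −0.10, against −0.16 to 0.18 for other pairs. These weak correlations cannot exclude a pairing. The paper states that both genotypes were littermates, but which livers share a litter is not known here. A fit with the replicate number as a block gave 616 upregulated and 200 downregulated genes, of which 599 and 167 were called without the block. With the block, Mettl3 had a log2 fold change of −0.16, the odds ratios were 8.43 for the MAPK cascade and 8.91 for cytokines, and the scores were 1.06 for Apoptosis, 1.26 for Cytokine Signaling and 1.95 for MAPK targets, each on the same side of its threshold.

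Of the 84 named genes followed over the alternatives, 16 lost the adjusted threshold at least once, in 87 fits together, and 3 gained it, in 5 fits. Bcl2 changed direction without METTL3-HKD liver 2, with a range from −0.012 to 0.17 with each liver left out. Among the medians of the gene lists, there were 21 moves larger than the spread between livers, in 14 lists, and 9 lists changed sign. These were the B cell list (−0.0014 with a pseudocount of 1 FPKM, −0.084 with array quality weights, and −0.026 to 0.24 with each liver left out), the granulocyte precursor list (0.27 with a minimum mean of 1 FPKM, and −0.51 to 0.064 with each liver left out), the sex chromosome list (0.029 with that minimum, 0.16 with the scaling to reads on genes, and −0.11 to 0.042 with each liver left out), the BCL2 family (−0.20 with that minimum), the endothelial list (0.089 with the scaling to reads on genes), the stellate list (−0.041 to 0.30 with each liver left out), the skin list (−0.053 with a minimum mean of 1 FPKM), the pancreas list (0.18 without a minimum) and the list of mitochondrial mRNAs (0.11 with the scaling to reads on genes, and −0.29 to 0.057 with each liver left out). The cause was not tested, and apart from the skin list each of these medians lies near 0 or rests on few genes.

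The depth limits genes near the floor. In the paper's Table S3, 254 upregulated genes have at most 3 reads in every METTL3-Flox liver, and for these the reads give only a lower bound of the change.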

Differences from the paper's values

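The log2 fold changes of 14 named genes differ from those in the paper's Table S3 by more than the spread between livers. All 14 are smaller in size here than in the paper. In the group with the lower level, no liver exceeded 0.266 FPKM for any of these genes. The pseudocount of 0.1 FPKM therefore shrinks their fitted fold changes, so the gap need not mark a disagreement about the livers. No further test of a cause is reported in this part. For 9 genes voom on the rebuilt reads closed the gap, and no other alternative did. These were 1.04 against the paper's 1.74 for Tgfb2, 1.89 against the paper's 3.02 for Tnfrsf9 (which overlaps Camta1), 1.87 against the paper's 2.81 for Sphk1, 2.41 against the paper's 3.83 for Clec5a, 1.69 against the paper's 3.13 for Il7r, 3.89 against the paper's 6.19 for Olr1, 2.27 against the paper's 4.10 for Il18rap, 2.53 against the paper's 3.50 for Gpr132 and 4.40 against the paper's 6.69 for Lif. For Ereg (2.92 against the paper's 4.43), Sele (3.60 against the paper's 4.61) and Il1f9 (3.88 against the paper's 4.48), voom and the fit without METTL3-HKD liver 3 closed the gap, and the others did not. For Sema4d (2.76 against the paper's 3.32), it was voom and the fits without METTL3-HKD liver 3, without METTL3-HKD liver 4 and without METTL3-Flox liver 2. For Flt3l (−0.92 against the paper's −1.21), it was voom and the fits without METTL3-HKD liver 4 and without METTL3-Flox liver 1. For 7 other genes in Table S3 (Areg, Dusp9, Egr3, Il6, Prok2, Csf3 and Sprr2b), every METTL3-Flox liver had at most 3 reads. Their reads give only lower bounds, from 4.75-fold to 22.5-fold higher in METTL3-HKD mice, which do not exceed the paper's log2 fold changes of 4.91 to 7.34.

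Of the genes labelled in Fig. 6C, 6E and 6F, 8 were not called here. Flt3l (−0.92, adjusted p = 0.0271 from limma) was called with voom. Gsn (1.50, adjusted p = 0.0751 from limma) was called with array quality weights, without METTL3-HKD liver 2, and with the scaling to reads on genes, which was chosen after the values were seen. Timp1, which overlaps Syn1 on the opposite strand (1.59, adjusted p = 0.0836 from limma) and Mapk13 (1.06, adjusted p = 0.224 from limma) were called without METTL3-HKD liver 3. Plat (1.06, adjusted p = 0.0894 from limma) and Cacna2d1 (0.77, adjusted p = 0.208 from limma) were called under none of the alternatives. Pla2g4e and Satb1 lay under the minimum of 0.1 FPKM. Cacna2d1, Mapk13 and Dusp8 are labelled in Fig. 6C and absent from the paper's Table S3. Dusp8 was called here, with a log2 fold change of 2.08 (adjusted p = 0.0348 from limma), and its groups overlap. It lost the adjusted threshold under 8 of the 17 alternatives in which it was tested. In all, 80 of the 1035 genes called here are absent from Table S3.

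The paper states that Bad mRNA rose in METTL3-HKD livers after reperfusion in its qPCR (Fig. 3B). In the sequenced livers Bad was lower in METTL3-HKD mice, at 9.08 ± 1.56 FPKM (SD, n = 4) against 14.0 ± 1.74 FPKM (SD, n = 4), a log2 fold change of −0.62 (adjusted p = 0.0218 from limma), with no overlap between groups (exact permutation test, p = 0.0286). Bad overlaps Gpr137 on the opposite strand. Bad lost the threshold under 5 of the 18 alternatives and kept its direction with each liver left out, from −0.73 to −0.54. The paper states that Bcl2 mRNA fell. In the sequenced livers its log2 fold change was 0.09 (adjusted p = 0.855 from limma), and −0.01 without METTL3-HKD liver 2.

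The paper reports significant enrichment of its Hallmark sets for apoptosis and inflammatory response (Fig. 6A-B). The Reactome sets tested here have other members, and Apoptosis and Cytokine Signaling were not past the threshold, with adjusted p of 0.279 and 0.178 from fgsea. Cytokine Signaling passed without METTL3-HKD liver 3 (score 1.52) and, in the opposite direction, without METTL3-HKD liver 2 (score −1.36). Apoptosis passed (adjusted p = 0.0292 from fgsea) when the trend of the moderated statistic with gene length and mean expression was removed, a setting chosen after the values were seen. Other inflammatory sets, also chosen after their values were seen, passed toward METTL3-HKD mice with fgsea. They were Signaling by Interleukins (adjusted p = 0.00460 from fgsea), Chemokine receptors bind chemokines (0.000154), Innate Immune System (0.000183) and Toll Like Receptor 4 Cascade (4.89e-05). The chemokine and Toll Like Receptor 4 sets also passed with camera and fry.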

Other observations

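The tests of the Reactome sets for respiration and splicing and of the standard errors of kinase genes were set before their outcome was seen. The qPCR genes, the caspase family and the gene lists were set before the data were examined but with the paper's Table S3 at hand. Exceptions are the lists of skin, skeletal muscle, pancreas and mitochondrial mRNA genes, written after the results had been seen. The other tests in this part were chosen after the results were seen.

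Other splits of the 8 livers into 4 and 4 were fitted to see how often they give results as large. For the number of genes past both thresholds it was 1 of 35 splits, the real one, and the next largest split gave 5 genes. For the scores of the Reactome sets it was 19 of 35 for Apoptosis, 25 of 35 for Cytokine Signaling and 2 of 35 for MAPK targets, in either direction. For the first 2 sets, livers grouped without regard to genotype thus often gave scores as large. The fgsea adjusted p therefore overstates what these 2 sets show about the mice. For the set of MAPK targets, the share was just above 5%. The other split as large, with a score of 2.04, kept 3 METTL3-HKD livers together and so holds part of the genotype contrast. Among splits with 2 METTL3-HKD livers on each side, the largest score was 1.48. For this set the share of splits therefore cannot decide the question. Over the 676 sets, 114 were higher and 24 lower in METTL3-HKD mice with fgsea.

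Among other sets, Respiratory electron transport was lower in METTL3-HKD mice, with a normalized enrichment score of −2.56 (adjusted p = 2.54e-08 from fgsea) and a median log2 fold change of −0.19 over 75 genes, of which 69 were negative. In 13 of the 35 splits the score was as large. After the trend of the moderated statistic with gene length and mean expression was removed, the adjusted p was 0.270, so this trend may account for the set. The set passed with camera (adjusted p = 0.000128) and with fgsea after voom (adjusted p = 5.13e-08). With fry the adjusted p was 0.146, and with the scaling to reads on genes the fgsea adjusted p was 0.0627. A loss of whole mitochondria cannot be told apart from a lower level of this set. Of the 13 mRNAs of the mitochondrial genome, 11 were negative and 2 positive. Their median of −0.10 lies near 0 and changed sign with the scaling to reads on genes (0.11). The set mRNA Splicing was higher, with a score of 2.19 (adjusted p = 1.07e-06 from fgsea) and a median of 0.19 over 115 genes, of which 96 were positive. The same trend does not account for it, since the adjusted p after its removal was 2.66e-08, and with fry it was 0.0455, but 12 of the 35 splits gave a score as large. Both sets may therefore reflect variation between livers that is not tied to the genotype.

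Mettl3 mRNA differed little between METTL3-HKD and METTL3-Flox livers. Whether scaling of the libraries hides a decrease was not decided. With each library scaled to its reads on genes, the log2 fold change was 0.047. That scaling raises every gene of METTL3-HKD mice, so it could not show a hidden decrease. Transcripts that lack exon 4 would still be counted, because this exon takes up 3.47% of the bases over which the FPKM was taken. This stays open, since the table gives one value per gene. Reads of Tox4 stay open too, because the genes share 933 exon bases and the strand setting is not stated. Tox4 had a log2 fold change of 0.20 (adjusted p = 0.177 from limma). The paper describes METTL3-HKD mice as heterozygous, with METTL3 lowered rather than removed, so the design itself leaves room for a partial decrease only. Its own check of METTL3 in liver (Fig. 2B) was not re-analysed. These explanations and Mettl3 from other liver cells cannot be told apart with values per gene. An exchange of the group labels was not tested and stays open, since it would give the same DEGs in the opposite direction.

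Within the MAPK cascade, 16 of 28 AP-1, phosphatase and Gadd45 genes and 3 of 47 kinase genes were upregulated, a difference with a two-sided Fisher's exact p of 1.80e-06, ranging from 1.80e-06 to 0.000235 over the alternatives, on genes that are not independent. The medians were 1.43 and 0.18. Noisier kinase genes do not explain it, since their median standard error was 0.158, against 0.287 for the other group. A hypothesis is that the targets and feedback regulators of the cascade rose in METTL3-HKD livers with smaller changes in the mRNA of its kinases, of which 13 of 47 had an adjusted p under 0.05 at any fold change with limma. It was found and tested on the same data, and activity of the kinases was not measured in these libraries.

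The qPCR genes of Fig. 3B and 3D, measured by the paper on n = 5 mice per group, were also read in the sequenced livers. Tnf, Il1b and Ccl2 had log2 fold changes of 2.06, 3.93 and 3.41. Il6 had at most 3 reads in every METTL3-Flox liver, and its mean was at least 22.5-fold higher in METTL3-HKD mice. METTL3-HKD livers 1 and 4, at 2.85 and 3.92 FPKM, carry most of that bound. All of these genes were past the adjusted threshold with limma (adjusted p = 0.0158 for Tnf, 0.00381 for Il1b, 0.00424 for Ccl2 and 0.0102 for Il6). Bax had a log2 fold change of 0.42 (adjusted p = 0.0448 from limma), which lost the threshold under 9 of the 18 alternatives. None of the 9 tested caspase genes was upregulated or downregulated, and 4 had an unadjusted p under 0.05.

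The medians of the remaining gene lists were 2.98 for monocytes, 1.38 for cholangiocytes, 0.13 for stellate cells, 0.07 for B cells (2 genes), −0.26 for granulocyte precursors (−0.52 at the bound), −0.38 for hepatocytes, −0.26 for pericentral and −0.30 for periportal genes, and 3.05 for erythroid genes. Response lists gave 1.31 for heat shock, 2.16 for immediate early genes (2.41 at the bound), 1.55 for hypoxia, 0.93 for p53 targets, 0.09 for the BCL2 family, −0.55 for acute phase and −0.42 for circadian genes. The lists of the m6A machinery gave 0.18 for writers, 0.09 for erasers and 0.19 for readers, with no gene past both thresholds and 6 at an unadjusted p under 0.05. The sex chromosome list gave −0.05, with at most 3 reads of Xist in any liver, and the male-biased list −0.71. The single tested female-biased gene, Cyp2b9, had 0 reads in METTL3-Flox livers. The mean of METTL3-HKD mice was at least 37.2-fold higher, a log2 fold change of 5.22. Its level was 3.50, 12.2, 0.118 and 0.975 FPKM in METTL3-HKD livers 1 to 4. Liver 2 thus carries most of the mean, and the bound does not hold for each liver. The fitted log2 fold change was lower, at 4.16, and ranged from 3.24 to 5.18 with each liver left out. The added lists gave 1.42 for skin (0.93 at the bound), 3.06 for skeletal muscle (5.36 at the bound) and −0.45 for pancreas (2 genes). Skin and skeletal muscle in the samples were tested as explanations, and no explanation was tested for the other medians.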
